# MicroRNA-21 promotes dysregulated lipid metabolism and hepatocellular carcinoma

**DOI:** 10.1242/dmm.052583

**Published:** 2026-03-05

**Authors:** Chad VanSant-Webb, Jessye C. Castro, Audrey Y. Su, Kiandra Hawkins, Aavrati Saxena, Jillian Wright, Richard Smith, Marco Fragoso-García, Yian Ann Chen, Carrie Barton, Chris Stubben, Ryan M. O'Connell, Gregory S. Ducker, Kimberley J. Evason

**Keywords:** Zebrafish, Acylcarnitines, Liver, β-catenin, Steatosis

## Abstract

The prevalence of hepatocellular carcinoma (HCC) is rising in parallel with increasing obesity and metabolic dysfunction-associated steatohepatitis (MASH). MicroRNAs (miRNAs) are key post-transcriptional regulators of gene expression and attractive targets for HCC therapy. Here, we sought to identify and characterize dysregulated miRNAs in MASH-driven HCC (MASH-HCC). We profiled miRNA expression in liver tissue from patients with MASH or MASH-HCC and in zebrafish HCC driven by activated β-catenin (CTNNB1), one of the most commonly mutated oncogenes in MASH-HCC. We found overlap between dysregulated human and zebrafish miRNAs, including microRNA-21 (miR-21), which was increasingly upregulated from normal liver to MASH to MASH-HCC. We generated transgenic zebrafish that overexpress or sponge miR-21 in hepatocytes. We found that miR-21 overexpression caused larval liver overgrowth and increased HCC, while miR-21 sponge suppressed β-catenin-driven larval liver overgrowth. By performing histological and lipidomics analysis, we found that overexpression of miR-21, like activated β-catenin (ABC), suppressed lipid accumulation in response to a high cholesterol diet and increased accumulation of acylcarnitines. Thus, miR-21, which is similarly upregulated in human and zebrafish HCC, promotes lipid metabolic changes that may help drive hepatocarcinogenesis.

## INTRODUCTION

Hepatocellular carcinoma (HCC) is the third-leading cause of cancer-related death globally and maintains a median 5-year survival of just 16% (Rumgay et al., 2022; Kalasekar et al., 2021). HCC incidence is increasing in parallel with the growing prevalence of obesity and related risk factors, including dyslipidemia, type 2 diabetes and the proinflammatory state that accompanies the metabolic syndrome. These metabolic dysregulations are associated with the development of metabolic dysfunction-associated steatotic liver disease (MASLD) (Kokkorakis et al., 2023), previously referred to as non-alcoholic fatty liver disease (NAFLD) (Kanwal et al., 2024). Advanced stages of MASLD comprise metabolic dysfunction-associated steatohepatitis (MASH), previously known as non-alcoholic steatohepatitis (NASH). MASH is characterized by hepatic inflammation, fibrosis and the accumulation of lipotoxic lipid species, such as acylcarnitines (Melone et al., 2018), ceramides (Chaurasia et al., 2019) and unesterified cholesterol (Beltroy et al., 2005), culminating in cirrhosis. MASH cirrhosis is associated with an annual cumulative HCC incidence of 2.6%, i.e. MASH-driven HCC (hereafter referred to as MASH-HCC) (Ascha et al., 2010). The molecular mechanisms driving the transition from MASH to MASH-HCC are incompletely understood (Wang et al., 2025).

Mutations leading to the stabilization of the Wnt pathway co-transcriptional activator β-catenin (CTNNB1) are among the most frequent oncogenic events in MASH-HCC, occurring in ∼30% of tumors (Cancer Genome Atlas Research Network, 2017; Nault et al., 2020). Activated CTNNB1 [hereafter referred to as activated β-catenin (ABC)] increases fatty acid oxidation and glutamate metabolism (Senni et al., 2019; Cadoret et al., 2002; Monga, 2011). Transgenic zebrafish expressing hepatocyte-specific ABC develop HCC with ∼80% penetrance as adults; zebrafish ABC-HCC is morphologically, transcriptomically and metabolically similar to human HCC (Evason et al., 2015; Kalasekar et al., 2019). ABC zebrafish show robust liver enlargement by 6 days of age due to hepatocyte hyperproliferation, providing a facile platform for testing the effects of drugs and genetic manipulations on an HCC-related phenotype (Evason et al., 2015; Helal et al., 2021).

We have previously reported that ABC causes significant changes to acylcarnitines and triglycerides in cultured human liver cancer cells and in zebrafish liver (VanSant-Webb et al., 2024). ABC also promotes the oxidation of triglycerides and regulation of PPARα (also known as NR1C1 and PPARA) signaling in mice (Senni et al., 2019). Pharmacological inhibition of fatty acid oxidation (FAO) in mice reduces HCC growth (Senni et al., 2019). Results obtained from lipidomics using samples from patients with HCC suggest that there is an increase in fatty acid oxidation during the transition from MASH to MASH-HCC (Rodrigues et al., 2023). Together these studies support the hypothesis that ABC promotes fatty acid oxidation to drive HCC; however, the mechanism(s) underlying the effect of ABC on fatty acid oxidation and other aspects of lipid metabolism are not well defined.

Mature microRNAs (miRNAs) are 20- to 22-nucleotide-long RNA molecules, which are processed from precursor miRNAs (pre-miRNAs) and regulate the transcriptome (Ardekani and Naeini, 2010) by promoting mRNA degradation through direct interaction of conserved sequences between the miRNA and the 3′ UTR of mRNAs. Each miRNA can target numerous genes (Komatsu et al., 2023), and both direct and downstream effects of miRNAs can cause changes to gene expression (O'Brien et al., 2018; Catalanotto et al., 2016). Several miRNAs – including miR-21 (Callegari et al., 2015; Qu et al., 2019), miR-122 (Thakral and Ghoshal, 2015), miR-33 (Fernández-Tussy et al., 2024) and others (Koustas et al., 2023) – were shown to be dysregulated in serum and/or liver tissue of MASH-HCC or HCC patients. The liver readily takes up oligonucleotides, facilitating hepatic delivery of miRNA mimics and antagonists, such as miR-122 inhibitors, which safely and effectively reduce hepatitis C virus infection in the clinic (Thakral and Ghoshal, 2015; Janssen et al., 2013). Thus, miRNAs are enticing targets for HCC therapy.

Here we confirmed that miR-21 expression is increasingly dysregulated from normal liver to MASH and to MASH-HCC in patient tissues, providing further evidence towards the role of miR-21 in MASH-HCC. We discovered that miR-21 is also upregulated in zebrafish HCC driven by ABC (ABC-HCC). We showed that overexpression (OE) of hepatocyte-specific miR-21 (miR-21OE) enhances ABC-driven larval liver enlargement and promotes HCC in adult zebrafish. We found that miR-21OE and ABC trigger similar decreases in hepatic steatosis in response to high-cholesterol diet (HCD). We also revealed that miR-21OE drives HCC-associated lipid metabolic changes, providing insights into mechanisms of MASH-HCC.

## RESULTS

### Identifying conserved dysregulated miRNAs in human and zebrafish HCC

To identify dysregulated, therapeutically relevant miRNAs in MASH and MASH-HCC, we utilized Nanostring to analyze patient liver samples from the University of Utah Pathology Archives (*n*=4 or *n*=7 for each group) (Table S1). Out of the 827 mature miRNAs analyzed with Nanostring/nSolver, levels of 28 miRNAs (14 up, 14 down) were significantly altered in MASH cirrhotic compared to non-cirrhotic control samples, and levels of 31 miRNAs (20 up, 11 down) were significantly altered in MASH-HCC compared to adjacent non-tumor patient samples (Table S2 Workbook S2a). Four miRNAs – let-7f, miR-15b, miR-21 and miR-32 – were significantly upregulated in both MASH and MASH-HCC, suggesting progressive upregulation with advancing liver disease (Table 1, Table S2 Workbook S2a).

**Table 1.** miR-21 levels in MASH, MASH-HCC, TCGA HCC and transgenic zebrafish models of HCC

Tissue	L2FC
MASH versus healthy control	1.80*
MASH-HCC versus adjacent non tumor	1.43*
TCGA HCC versus adjacent non tumor	1.39^+^
ABC versus WT	2.03^+^

ABC, hepatocellular carcinoma in zebrafish expressing hepatocyte-specific activated β-catenin; L2FC, log2 fold-change; MASH, metabolic dysfunction-associated steatohepatitis; MASH-HCC, MASH-driven hepatocellular carcinoma; TCGA HCC, The Cancer Genome Atlas hepatocellular carcinoma; WT, normal liver in wild-type zebrafish; *, false discovery rate (FDR) <0.05; ^+^, *P*<0.0001.

We next validated our findings utilizing miRNA data from The Cancer Genome Atlas Liver and Hepatocellular Carcinoma (TCGA- LIHC) database (Cancer Genome Atlas Research Network, 2017). We removed any patient samples that did not have paired sequencing, samples from patients with a diagnosis other than or in addition to HCC, or samples from patients who had received prior treatment, leaving 45 patient samples for analysis (Table S2 Workbook S2b). Out of 623 miRNAs, levels of 303 (184 up, 119 down) were significantly dysregulated, including those of miR-21 (Table 1, Table S2 Workbook S2c).

To identify miRNAs with a conserved role in hepatocarcinogenesis across species and to focus on those that might mediate the effects of ABC, we profiled miRNAs in zebrafish ABC-HCC. 

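Livers of 5 male zebrafish with hepatocyte-specific activated β-catenin (ABC), a transgene driven by the fabp10a promoter, and of 5 non-transgenic wild-type siblings (WT) were dissected at 4 months of age, and small RNA of each fish was sequenced as 1 library. According to the methods, the authors aligned the single-end reads to the GRCz10 zebrafish genome and counted them using miRBase; the aligner, the counting program and the handling of reads that match several genes are not named in the paper's text. The table they deposited holds whole-number counts without normalization for 32266 Ensembl genes of all types. It lists genes by identifier only, so symbols were taken from a gene name table, which named 26433 of the identifiers and 272 of them as microRNA genes. Total counts per fish lay between 1236439 and 2408262 in ABC (median 1511306) and between 1423307 and 2609547 in WT (median 1750819), a difference within the spread between fish (two-sided exact permutation test, p = 0.667). Pre-miRNAs held 93.7% ± 0.728 (SD, n = 5) of the counts in ABC and 96.7% ± 1.17 (SD, n = 5) in WT.
The paper's pre-miRNA names were placed on the rows of the table by symbol for 81 of its 166 names in Workbooks S2d and S2e, and for 71 names by the gene family together with the nearest L2FC in that workbook, since paralogs often share 1 symbol. The name dre-mir-122 was placed by L2FC and p alone, on ENSDARG00000083634, which the gene name table lists as mir124-1, so its identity rests on those values and is less certain than that of a name placed by symbol. That row took 38.6% ± 6.23 (SD, n = 5) of the pre-miRNA counts in ABC and 69.8% ± 3.15 (SD, n = 5) in WT, a difference of -31.2 percentage points that was larger than the spread between fish (two-sided exact permutation test, p = 0.00794, the smallest p that 5 fish against 5 allow). A change in a feature of this size moves the share of every other pre-miRNA, so edgeR's TMM method was used to scale the libraries. The TMM factor was 1.31 ± 0.194 (SD, n = 5) in ABC and 0.770 ± 0.0643 (SD, n = 5) in WT. Pre-miRNAs with too few counts were removed with edgeR's default filter, which kept 144, and ABC was compared with WT by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. A pre-miRNA was called dysregulated at the paper's thresholds, an adjusted p under 0.05 and an absolute L2FC of at least 0.5.

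**Figure D1:**
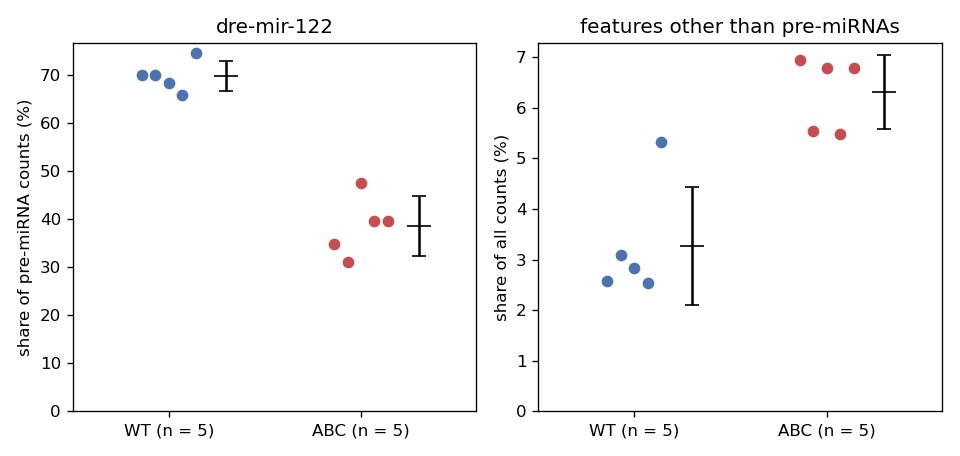
Share of pre-miRNA counts on the dre-mir-122 row (left, %) and share of all counts on features other than pre-miRNAs (right, %) in each fish. Points are fish, and the bars beside them give the mean and SD of 5 fish. The ABC fish lie between 31.0% and 47.6% on the left, below the WT fish at 65.8% to 74.5%, and between 5.49% and 6.94% on the right, above the WT fish at 2.54% to 5.32%.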

We performed pre-miRNA sequencing and DESeq analysis (Love et al., 2014) of 4-month-old male ABC-HCC zebrafish and their wild-type non-transgenic control siblings (WT) (*n*=5 per group). 

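Of the pre-miRNAs tested, 62 (34 up, 28 down) were dysregulated in ABC compared to WT. In 50 of the 144 pre-miRNAs tested, 48 of them dysregulated, every ABC fish lay on the same side of every WT fish, a separation that chance gives for 0.794% of pre-miRNAs. With libraries scaled by their total pre-miRNA count alone, the alternative that moved the split most, 65 were up and 10 were down, and the median L2FC of the tested pre-miRNAs was higher by 0.78. Leaving out each fish in turn gave between 54 and 65 dysregulated pre-miRNAs, and 51 of the 62 were called in all 10 of these fits.
The gene name table gives the symbol MIR21 to both ENSDARG00000082187 and ENSDARG00000080484, and they were taken as dre-mir-21-1 and dre-mir-21-2 by the nearest L2FC in Workbook S2d. Both belong to 1 family, so the division of reads between them is uncertain. For dre-mir-21-1, the normalized count was 4905 ± 958 CPM (SD, n = 5) in ABC and 1074 ± 249 CPM (SD, n = 5) in WT, with CPM computed by edgeR over the pre-miRNA counts after TMM scaling. Its L2FC was 2.19 (standard error 0.22, adjusted p = 1.46e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The normalized count of dre-mir-21-2 was 780 ± 323 CPM (SD, n = 5) in ABC and 198 ± 54.2 CPM (SD, n = 5) in WT. Its L2FC was 1.98 (standard error 0.32, adjusted p = 3.84e-04 from the same test). For each gene, all 5 ABC fish had higher normalized counts than all 5 WT fish (two-sided exact permutation test, p = 0.00794 for both). Without each fish in turn, the L2FC stayed between 2.11 and 2.39 for dre-mir-21-1 and between 1.76 and 2.16 for dre-mir-21-2.
Among dysregulated pre-miRNAs whose groups did not overlap, the largest increases were those of dre-mir-190a (L2FC 4.71), dre-mir-15b (2.75), dre-mir-222a (2.64), MIR19A (2.63) and dre-mir-221 (2.43). The strongest decreases were those of dre-mir-216b (L2FC -5.48), dre-mir-217 (-5.01), dre-mir-10a (-4.56), dre-mir-216a (-3.99) and dre-mir-1-2 (-2.95). Adjusted p for these 10 lay between 3.56e-07 and 0.00528 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and single fish weighed on some of them. Without WT replicate 4 the L2FC of dre-mir-10a was -2.78, and without WT replicate 1 those of dre-mir-216b and dre-mir-217 were -4.52 and -4.28. Without ABC replicate 10 the L2FC was -5.76 for dre-mir-217 and -3.80 for dre-mir-1-2. Some counts were low, with 2 to 5 of dre-mir-190a in each WT fish. Each ABC fish had 1 to 12 counts of dre-mir-216a and 2 to 16 of dre-mir-1-2. The sizes of these changes are therefore uncertain. The pre-miRNAs dre-mir-216a, dre-mir-216b and dre-mir-217 belong to a list of exocrine pancreas microRNAs, and dre-mir-1-2 to a list of muscle microRNAs. Transcripts of exocrine pancreas enzymes in the same libraries were also lower in ABC, with a median L2FC of -4.56 over 16 transcripts. The median was -3.51 without WT replicate 5, which held most of their counts. In 11 of the 16, every fish of 1 group had 3 counts or fewer, so the size of the fall is uncertain. With these at the bound that 3 counts allow, the median L2FC was -3.00 and 13 of 16 were below 0. The row taken as dre-mir-122 had an L2FC of -1.59 (standard error 0.20, adjusted p = 1.08e-04).

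**Figure D2:**
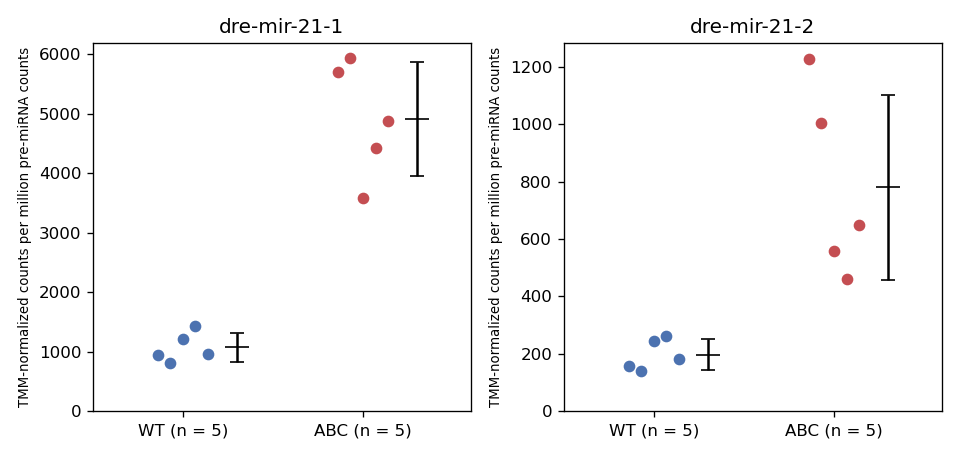
TMM-normalized counts (CPM over the pre-miRNA counts) of dre-mir-21-1 (left) and dre-mir-21-2 (right) in each fish. Points are fish, and the bars beside them give the mean and SD of 5 fish. For dre-mir-21-1 the ABC fish lie between 3586 and 5932 and the WT fish between 811 and 1435; for dre-mir-21-2 they lie between 462 and 1228 and between 139 and 262.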

Out of 212 detected pre-miRNAs, levels of 82 (43 up, 39 down) were significantly dysregulated, including dre-miR-21-1 [log2 fold-change (L2FC) 2.0, adjusted *P*-value (padj)=1.5e-14] and dre-miR-21-2 (L2FC 1.8, padj=8.7e-7) (Table 1, Table S2 Workbook S2d). We used miRbase (Kozomara et al., 2019) and identified 104 homologous miRNAs present in the 827 human miRNAs analyzed with Nanostring and in the 212 zebrafish pre-miRNAs identified by miR-seq (Table S2 Workbook S2e). Fisher's product method was used to compare evidence from human MASH-HCC and zebrafish ABC-HCC differential expression analyses. Of the 104 homologous miRNAs, we identified 26 – including miR-21 – that had concordant differential expression in both humans and zebrafish (Table S2 Workbook S2f). Together, our analyses confirmed that miR-21 is one of the most robustly upregulated miRNAs in MASH-HCC, suggesting shared mechanisms of miRNA-based modulation of HCC in zebrafish and humans.

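The zebrafish p of the deposited counts was combined with the paper's human p of MASH-HCC compared to adjacent non-tumor tissue (Workbook S2e) by Fisher's product method, with the zebrafish paralog that the paper used. Of the 104 homologous miRNAs, 83 had a paralog that could be placed on a row and passed the count filter. Some of the 83, miR-216a, miR-217 and miR-1 among them, have a human L2FC of 0 in the paper's values. These cannot be concordant by sign. At an adjusted p of at most 0.05 with the same sign of L2FC in both species, 22 were concordant (16 up, 6 down), of which 21 are among the paper's 26. Of the paper's other miRNAs, miR-181a, miR-193b, miR-206 and miR-24 had no tested zebrafish row, and miR-30d had an adjusted Fisher p of 0.0630. One miRNA outside the paper's set, miR-29a, entered at an adjusted Fisher p of 0.0497. It dropped out with DESeq2 size factors in edgeR and with TMM without mir-122 or over all features. It also dropped out without WT replicate 1, 2 or 4 and without ABC replicate 7, 8, 9 or 10. DESeq2's own test and scaling by the total pre-miRNA count alone kept it, among other alternatives. Its zebrafish L2FC was 1.11.
Fisher's product gives a small p when the evidence is strong in 1 species alone. Requiring p under 0.05 in each species, the alternative that moved the count most, left 13 concordant miRNAs, miR-21 among them. By the p-values of the paper's own Workbook S2f, 12 of its 26 meet that requirement. Among the 13 found here, miR-194 rests on dre-mir-194b (L2FC 2.40, 24457 counts). Its paralog dre-mir-194a had 848822 counts and an L2FC of -0.39. With the paralog of highest mean count, miR-194 was not concordant. In 2 of the 22, the zebrafish p was 0.05 or more. The paper's human p was 0.05 or more for miR-146b, miR-99a, miR-146a, miR-10a, miR-25, miR-130a and miR-29a, also among the 22. It lay between 0.182 and 0.943 for these. Another 14 miRNAs had an adjusted Fisher p of at most 0.05 with opposite signs in the species, among them miR-222 (human L2FC -1.18 by the paper's values, zebrafish L2FC 2.64) and miR-122 (human L2FC 1.19 by the paper's values, with the zebrafish row placed by its values). For miR-21, the paper's human L2FC is 1.43, and its Fisher p with dre-mir-21-1 was 6.84e-09 (1.89e-07 after Benjamini-Hochberg adjustment over the 83).

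**Figure D3:**
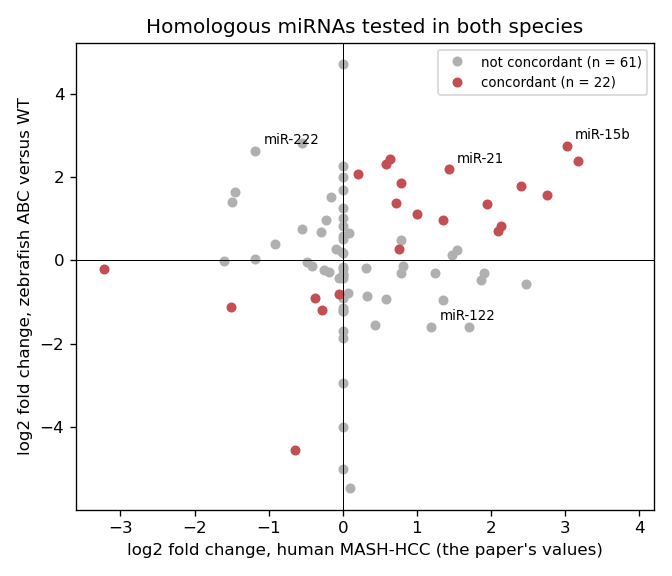
L2FC of each homologous miRNA in human MASH-HCC (x axis, the paper's values) and in zebrafish ABC compared to WT (y axis). Each point is 1 of the 83 miRNAs with a p in both species. Red points are the 22 concordant miRNAs, which lie in the quadrants of equal sign, and grey points are the other miRNAs. Points at 0 on the x axis have a human L2FC of 0 in the paper's values and cannot be concordant by sign.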

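Among the 34 pre-miRNAs called as upregulated in ABC, dre-mir-21-1 ranked 6 by adjusted p and 10 by L2FC, and dre-mir-21-2 ranked 13 by each. The rank of dre-mir-21-1 by adjusted p moved between 2 (without WT replicate 4) and 7 when each fish was left out in turn, and its rank by L2FC was 16 when every pre-miRNA with at least 1 count was tested. By the Fisher p over both species, miR-21 ranked 3 of 83, after miR-222, whose signs were opposite, and miR-15b. The increase of dre-mir-21-1 kept its direction and an adjusted p under 0.05 under all 21 alternatives, with L2FC between 2.09 and 2.98 over the 11 that kept every fish. From the upregulation of miR-21 in patient samples and in zebrafish ABC-HCC, the paper concludes that it is among the most robustly upregulated miRNAs in MASH-HCC, and it proposes that miRNAs modulate HCC through mechanisms shared by zebrafish and humans.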

### Modeling dysregulated miRNAs in zebrafish HCC

To characterize the role of miR-21 in zebrafish hepatocarcinogenesis, we generated transgenic zebrafish lines in which miR-21 is either overexpressed (miR-21OE), i.e. *Tg(fabp10a:Dendra2miR-21OE;cryaa:mCherry)* or ‘sponged’ (SP) (miR-21SP), i.e. *Tg(fabp10a:Dendra2miR-21SP;cryaa:mCherry)*, with miR-21 being under the control of the hepatocyte-specific *fabp10a* promoter (Denovan-Wright et al., 2000) (Fig. 1A,B). We found that miR-21OE significantly increased larval liver size at 6 days post fertilization (dpf) from 0.045 mm^2^ to 0.056 mm^2^ (24% increase compared to liver size in WT, *P*<0.001) (Fig. 1C,D), while miR-21SP did not alter larval liver size compared to that in WT (Fig. 1E). Moreover, miR-21OE enhanced ABC-driven larval liver overgrowth from 0.061 mm^2^ to 0.067 mm^2^ (10% increase, *P*<0.05) (Fig. 1D). By contrast, miR-21SP attenuated ABC-driven larval liver enlargement from 0.071 to 0.058 mm^2^ (18% decrease, *P*<0.0001) (Fig. 1E).

**Fig. 1.**
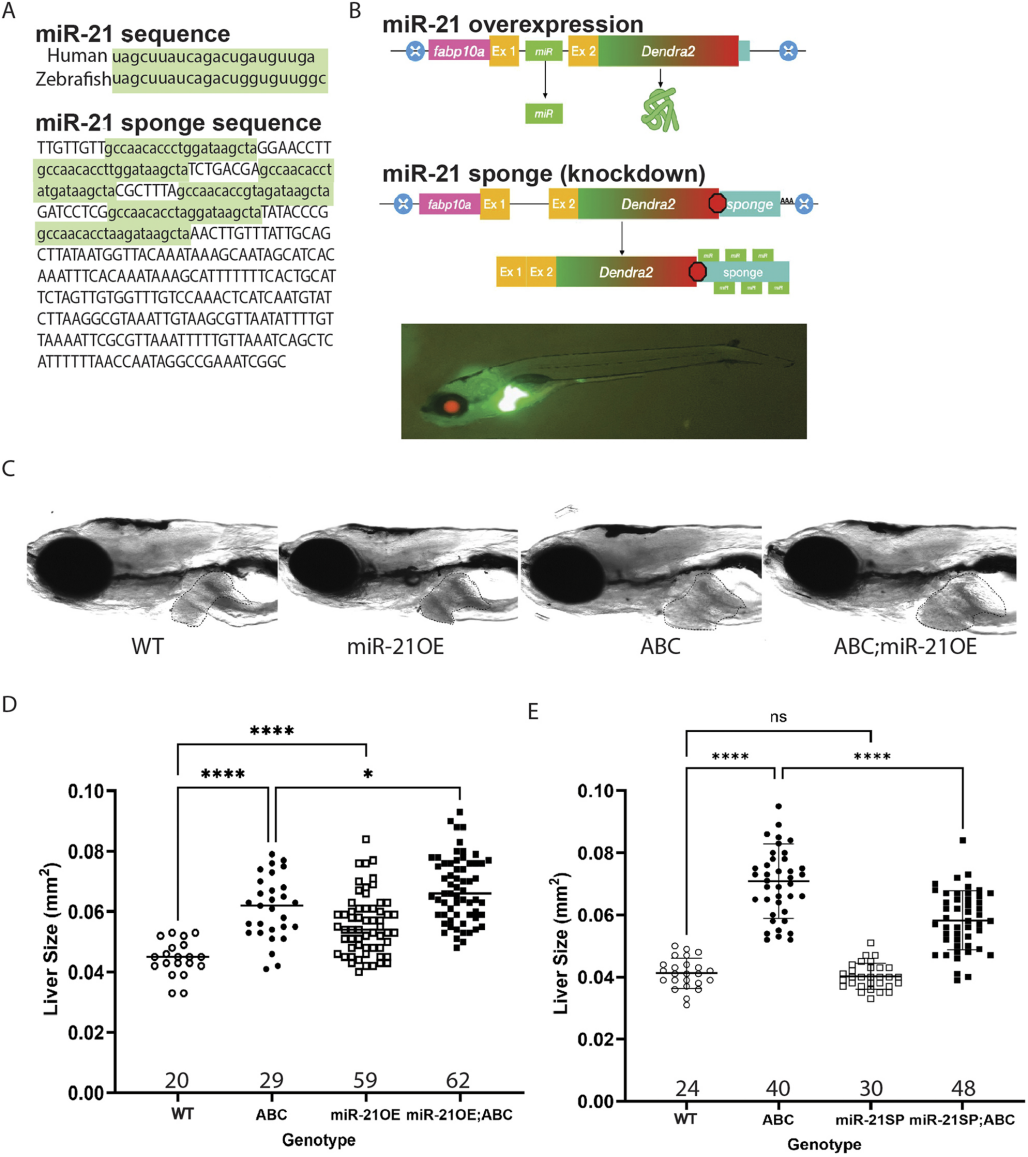
**miR-21 overexpression or sponge alters zebrafish larval liver size compared to non-transgenic wild-type siblings (WT).** (A) Comparison of the human miR-21 (hsa-mir-21-5p) sequence to that from zebrafish (dre-mir-21-5p) and specific sequences used for sponging miR-21. (B) Schematic of plasmid constructs and image of a zebrafish larva with fluorescent red eyes and green liver indicating transgene expression. (C) Representative brightfield images depicting larval zebrafish as indicated at 6 dpf; livers are outlined in black. (D,E) Plots of liver sizes at 6 dpf comparing liver size of miR-21-overexpressing zebrafish (miR-21OE) (D) and miR-21 sponge zebrafish (miR-21SP) (E) to that of WT zebrafish in the presence and absence of ABC. *n* values are shown above the *x*-axes. Representative experimental data are shown. At least three replicates of experiments shown in D and E were performed, showing similar results. *P*-values were determined using GraphPad Prism, Brown-Forsythe and Welch ANOVA, Dunnett's T3 multiple comparisons test: ns, not significant; *P<0.05; ****P<0.001.

Histological analysis of zebrafish livers at 12 months of age revealed that, in response to miR-21OE, 8% of had HCC and 62% had mild changes, such as the presence of mild cytological or architectural abnormalities, insufficient for diagnosis of HCC (Evason et al., 2015) (*P*<0.05 compared to WT) (Fig. S1). miR-21OE also led to HCC in adult zebrafish carrying a loss-of-function mutation in the tumor suppressor gene *p53* (*tp53*^M214K^) (Fig. S1) (Berghmans et al., 2005). These results support the hypothesis that miR-21 promotes HCC in zebrafish.

To identify mechanisms by which miR-21 might increase larval liver size, we examined nuclear features including nuclear size, nuclear density and inter-nuclear distance at 6 dpf in miR-21OE and WT control zebrafish by using QuPath (Bankhead et al., 2017). We found that miR-21OE decreased nuclear density from 15.7 nuclei/1000 µm^2^ to 13.6 nuclei/1000 µm^2^ (*P*<0.05) (Fig. S2). By contrast, miR-21OE increased the average inter-nuclear distance from 8.0 µm to 8.6 µm (*P*<0.05) (Fig. S2). There was no significant difference in the size of nuclei (Fig. S2). We did not detect significant differences in DNA synthesis by 5-ethynyl-2′-deoxyuridine (EdU) labeling in miR-21OE zebrafish at 6 dpf (Fig. S3).

We found that miR-21OE and miR-21SP did not impact liver-to-body ratios, liver size or body mass at 10 weeks of age, and miR-21OE did not affect survival (Figs S4 and S5).

### miR-21OE, like ABC, suppresses hepatic lipid deposition in response to HCD in larvae

To understand the role of miR-21 in hepatic lipid metabolism in zebrafish, including under conditions of metabolic stress, we fed miR-21OE larval zebrafish and WT siblings a normal control diet (NCD) comprising GEMMA Micro 75 zebrafish food or a HCD created by supplementing this commercial diet with 10% by weight cholesterol (De Oliveira et al., 2019) (Fig. 2A). We quantified steatosis by masked examination of larval sections stained with Hematoxylin and Eosin (H&E), as well as whole-mount staining of larvae with Oil Red O (ORO) and Nile Red [as described by Ramírez-Zacarías et al. (1992) and Khan et al. (2024)]. We also analyzed sections of H&E-stained larvae for inflammatory clusters to assess inflammation.

**Fig. 2.**
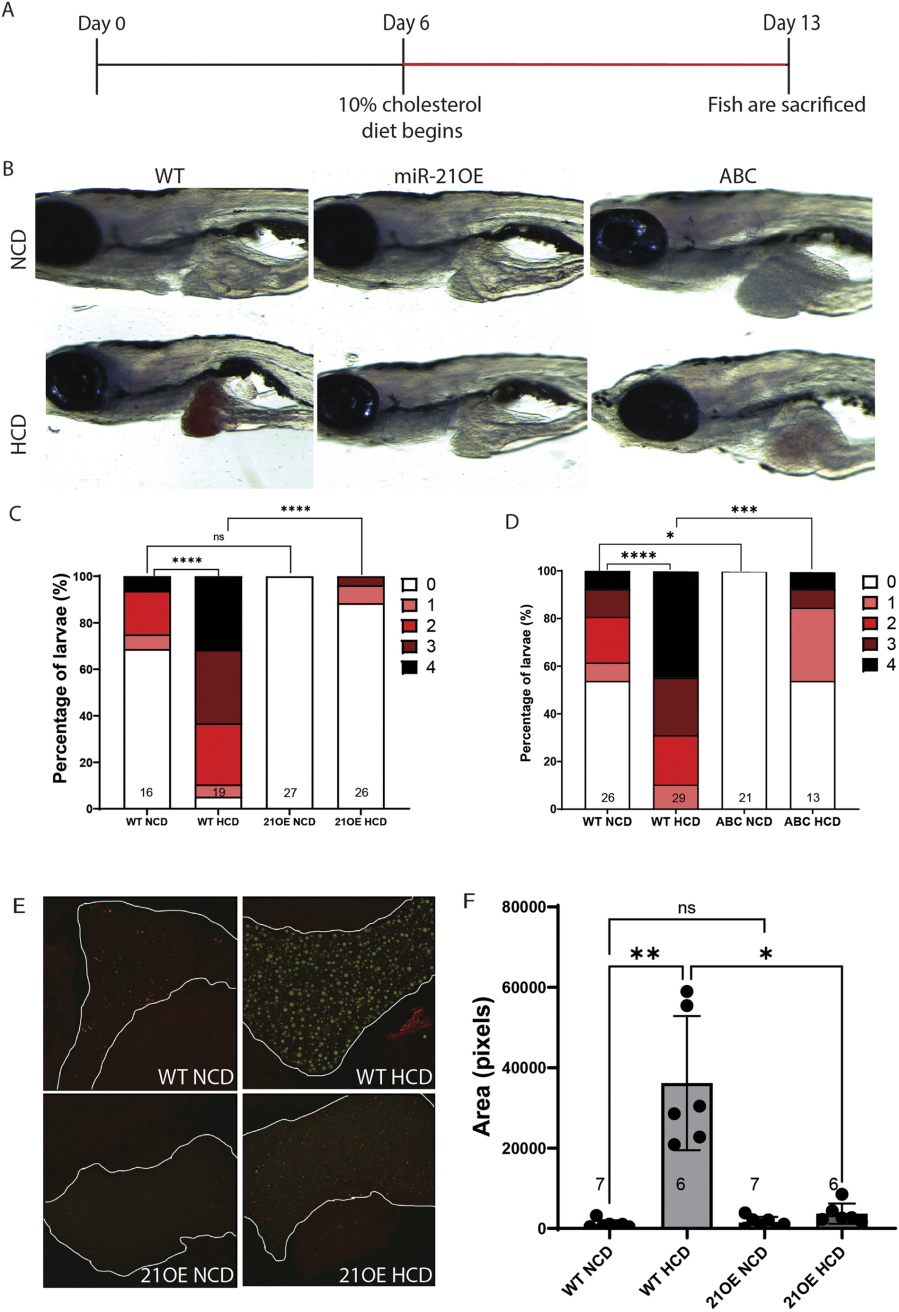
**miR-21OE decreases steatosis in larval zebrafish fed a high cholesterol diet.** (A) Timeline of diet treatment. (B) Representative brightfield images of 13 dpf miR-21 overexpression (21OE), ABC and non-transgenic wild-type control (WT) sibling zebrafish after Oil Red O staining (ORO). HCD, high cholesterol diet; NCD, normal control diet. (C,D) Quantification of ORO of larval liver images. Scoring is from 0-4, with 4 indicating most intense staining; *n* values are indicated at the *x*-axis at the bottom of each column. *P*-values determined with GraphPad Prism, Kruskal–Wallis test with Dunn's multiple comparisons test: ns; not significant, *P<0.05, ***P<0.001, ****P<0.0001. (E,F) Representative confocal images (E) and quantification of Nile Red stained areas indicating steatosis (F). Livers are outlined in white. *P*-values determined using GraphPad Prism, Brown-Forsythe and Welch ANOVA with Dunnett's T3 multiple comparisons test: ns, not significant; ****P<0.0001. We performed three (C), two (D) or three (E,F) replicates of each experiment, and data from one representative experiment are shown.

ORO staining highlights neutral lipid droplets that predominantly comprise triglycerides and cholesterol oleate (Ramírez-Zacarías et al., 1992), and has not been described to stain lipotoxic lipid species, such as acylcarnitines, ceramides and unesterified cholesterol. Nile Red staining is more sensitive than ORO staining, and can detect lipid and phospholipid droplets on the basis of excitation and emission settings used for imaging (Khan et al., 2024). In WT zebrafish, HCD increased steatosis as assessed by staining with ORO (*P*<0.0001), Nile Red (*P*<0.0001) and H&E (*P*<0.0001) (Fig. 2B-F, Figs S6, S7). HCD also increased inflammation in WT zebrafish as indicated by inflammatory clusters (*P*<0.0001) (Fig. S7b). miR-21OE suppressed HCD-induced steatosis, indicated by decreased ORO staining (*P*<0.0001), decreased Nile Red staining (*P*<0.0001) and H&E (*P*<0.001) (Fig. 2B-F, Figs S6, S7). ABC-HCC zebrafish on HCD also showed decreased ORO staining compared to WT fish on HCD (*P*<0.0001) (Fig. 2B,D). At 13 dpf, miR-21OE did not affect HCD-induced inflammation (Fig. S7) and miR-21SP did not significantly affect HCD-induced steatosis or inflammation (Fig. S8). Overall, miR-21OE suppressed fat droplet accumulation in zebrafish liver in a manner analogous to ABC, suggesting common effects on lipid metabolism by both.

### HCD alters lipid metabolism genes in larval zebrafish

To identify potential targets of miR-21, including those dependent on diet, we performed RNA sequencing of livers dissected from 13-day-old miR-21OE zebrafish and WT siblings that had been on NCD or HCD (Fig. 3A-D, Table S3). Overall, 181 genes (74 up, 107 down) were significantly dysregulated when comparing WT-HCD versus WT-NCD (Table S3 Workbook S3a). ShinyGO v0.85 (Ge et al., 2020) was utilized to perform species-specific analysis with Ensembl IDs using both Gene Ontology (GO) Biological Process and KEGG Pathway Analysis, for dual verification, both of which identified dysregulated cholesterol synthesis pathways (“Sterol biosynthetic process” GO:0016126, FDR=1.5E-06, 45.4 Fold Enrichment; “Steroid biosynthesis” KEGG dre 00100, FDR=5.2E-16, 82.6 Fold Enrichment) (Table S4 Workbook S4a).

**Fig. 3.**
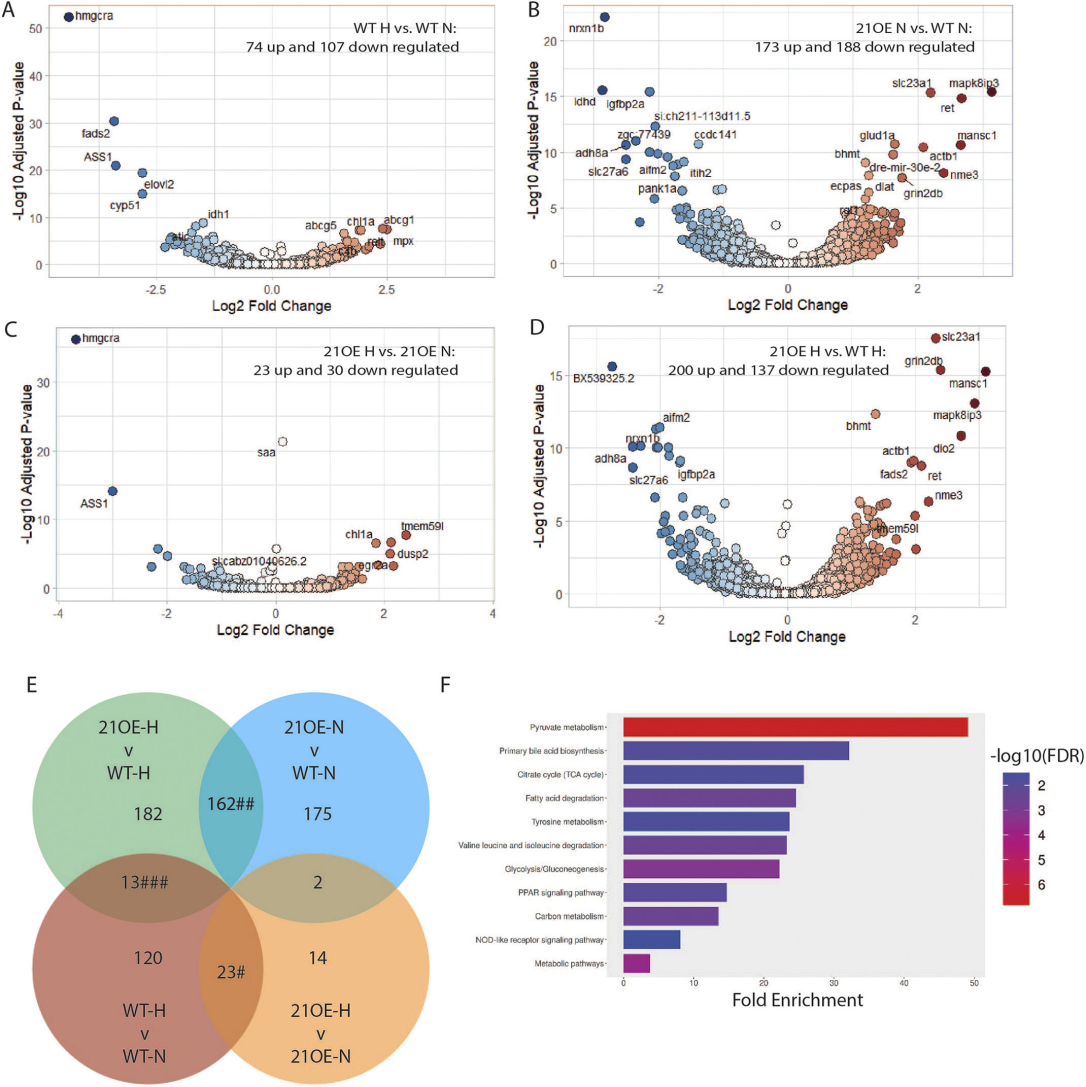
**Gene expression changes induced by miR-21OE and/or high-cholesterol diet in larval zebrafish.** (A-D) Volcano plots generated from RNA-seq data of livers obtained at 13 dpf from miR-21OE (21OE) and/or non-transgenic wild-type control sibling (WT) zebrafish larvae administered a normal control diet (N) or high-cholesterol diet (H). (E) Select intersection comparison of RNA-seq analysis (Table S3 Workbook S3e). #, diet-dependent genes; ##, miR-21-dependent genes; ###, miR-21- and HCD-dependent genes (Table S3 Workbooks S3f,g,h). (F) Significant KEGG pathways of downregulated miR-21-dependent genes. (*n*=67, FDR<0.05) (Tables S3, S4 Workbooks S3g, S4j).

To further investigate gene expression changes induced by HCD in zebrafish, we examined changes across genotype and diet (Fig. 3E, Fig. S9, Table S3). We considered genes to be diet-dependent if they were significantly dysregulated in both WT-HCD versus WT-NCD (Table S3 Workbook S3a) and miR-21OE-HCD versus miR-21OE-NCD (Table S3 Workbook S3d), but not altered by miR-21OE (Table S3 Workbooks S3b,c). In total, 23 genes (9 up, 14 down) were significantly dysregulated in a diet-dependent manner (Fig. 3E, Table S3 Workbook S3e and S3f). Pathway analysis of the 23 genes identified “Steroid biosynthesis” KEGG dre00100 (FDR 1.8E-5, 178.8 Fold Enrichment) (Table S4 Workbook S4b).

We next examined similarities between larval zebrafish fed a HCD and mice with metabolic dysfunction-associated steatotic liver disease (MASLD). For this analysis, we included RNA-seq data from additional WT-HCD and WT-NCD samples (six of each group), which were combined with our initial data (three samples of each group), analyzed with DESeq, and compared to non-tumorous diet-induced obese (DIO) mice versus chow-fed control mice (GSE230639) (Tsouka et al., 2024) (Table S5). We found 617 genes (304 up, 187 down, 126 discordant) that were dysregulated in both zebrafish and mouse MASLD models (*P*=7E-13 Fisher's exact test) (Fig. S10, Table S5 Workbook S5c).

### miR-21OE dysregulates metabolic genes in larval zebrafish

We next turned our attention to gene expression changes driven by miR-21 overexpression. We found that miR-21OE-NCD zebrafish had significantly higher levels of dre-mir-21-1 compared to WT-NCD controls (L2FC 1.73, padj<0.01), confirming overexpression of miR-21 through the miR-21OE transgene construct (Table S3 Workbook S3b). We identified 361 genes (173 up, 188 down) that were significantly dysregulated when comparing miR-21OE-NCD versus WT-NCD (Table S3 Workbook S3b). To find potential target pathways of miR-21OE, we used ShinyGO on the 188 downregulated genes (Table S4 Workbook S4d). We discovered enrichment of “Carboxylic acid metabolic process” (GO:0019752, FDR=8.0E-04, 5.5 Fold Enrichment), “Carbon metabolism” (KEGG dre01200, FDR=3.1E-7, 12.3 Fold Enrichment), “Pyruvate metabolism” (KEGG dre00620, FDR=7.5E-8, 23.8 Fold Enrichment), and “Glycolysis/Gluconeogenesis” (KEGG dre00010, FDR=1.7E-4, 12.1 Fold Enrichment) among other metabolic pathways. There was also enrichment for “PPAR signaling pathway” (KEGG dre03320, FDR=3.0E-5, 12.5 Fold Enrichment).

When comparing miR-21OE-HCD versus WT-HCD zebrafish larvae, 337 genes (200 up, 137 down) were significantly dysregulated (Table S3 Workbook S3c). ShinyGO pathway analysis of the 137 downregulated genes found enrichment of “Regulation of insulin-like growth factor receptor signaling pathway” (GO:0043567, FDR=5.6E-3, 76.7 Fold Enrichment) and “Pyruvate metabolism” (KEGG dre00620, FDR=1.1E-5, 25.1 Fold Enrichment) (Table S4 Workbook S4g).

Since similar genes and pathways – including those involved in pyruvate metabolism – were impacted in miR-21OE compared to WT zebrafish larvae under both dietary conditions; we examined miR-21OE-induced changes across genotype and diet (Fig. 3E). Genes were considered to be dependent on miR-21OE if they were similarly significantly dysregulated in both miR-21OE-NCD versus WT-NCD, and miR-21OE-HCD versus WT-HCD (Table S3 Workbooks S3b,c). In total, 162 genes (95 up, 67 down) were significantly dysregulated in a miR-21OE-dependent manner (Fig. 3E, Table S3 Workbook S3g). Using TargetScan (Lewis et al., 2005; Ulitsky et al., 2012; Grimson et al., 2007; Friedman et al., 2009), we found that 23 out of 67 (34%) of the downregulated miR-21-dependent genes contained one or more miR-21 seed sequences in their 3′ UTRs (Table S3 Workbook S3i). We confirmed expression of five of these genes in miR-21OE-NCD and WT-NCD by qRT-PCR in independent experiments (Fig. S11). ShinyGO analysis of the 67 downregulated genes showed negative enrichment for “PPAR signaling pathway” (KEGG dre03320, FDR=9.5E-3, 14.7 Fold Enrichment) and “Pyruvate metabolism” (dre00620, FDR=1.5E-7, 49.1 fold enrichment) (Fig. S12 and Table S4 Workbook S4j).

To define how effects of miR-21OE might diverge from a physiologic response to HCD, we performed ShinyGO analysis of the 17 genes that were significantly dysregulated in opposite directions in WT-HCD versus WT-NCD, and miR-21OE-HCD versus WT-HCD, zebrafish larvae (Table S3 Workbooks S3a,c). Four of these genes were also dysregulated in miR-21OE-HCD versus miR-21OE-NCD fish (Table S3 Workbook S3d). We found enrichment of “Biosynthesis of unsaturated fatty acids” (KEGG dre01040, FDR=1.8E-3, 110.9 Fold Enrichment) due to dysregulation of *fads2* and *elovl2* (Table S4 Workbook S4l). Gene set enrichment analysis (GSEA) with C3 TFT motif analysis (20% false discovery rate) did not identify a gene signature or negative gene enrichment pattern consistent with miR-21 degradation of specific transcription factors (Table S6) (Korotkevich et al., 2021 preprint; https://bioconductor.org/packages/release/bioc/html/fgsea.html).

### miR-21OE and ABC dysregulate similar genes in adult zebrafish, including *pparab*

The above analyses identified downregulation of zebrafish *PPARA* orthologs *pparaa* (WT-HCD versus WT-NCD) and *pparab* (miR-21OE-NCD versus WT-NCD), as well as negative enrichment of “PPAR signaling pathway” (KEGG analysis of the 67 genes that were downregulated in a miR-21OE-dependent manner) (Tables S3, S4). The finding that *pparaa* and *pparab* were downregulated in response to both HCD and miR-21OE, respectively, prompted us to test the hypothesis that pharmacological targeting of *pparaa* and/or *pparab* can rescue phenotypes associated with miR-21 dysregulation. We found that the PPARα agonist bezafibrate decreased miR-21OE-driven larval liver overgrowth from 0.031 mm^2^ to 0.025 mm^2^ (19% decrease, *P*<0.0001) (Fig. S14).

We have previously reported that *pparab* is also significantly downregulated in adult male ABC-HCC zebrafish (Kalasekar et al., 2019), encouraging us to investigate other similarities between miR-21OE and ABC. For this, we compared the significantly dysregulated genes in the liver from miR-21OE-NCD and WT-NCD (Table S3 Workbook S3b) to that from 6-month-old adult male ABC-HCC versus WT control zebrafish (Kalasekar et al., 2019), and from 4- to 6-month-old adult female ABC-HCC versus WT control zebrafish (Evason et al., 2015) by using SuperExactTest v1.1 (Wang et al., 2015). We found overlap between each dataset pairing, as well as between the multi-set interaction of the three datasets, showing an overlap of 26 genes (Fold enrichment 2.05, *P*=4.70e-4) (Fig. S15, Table S7 Workbook S7).

### miR-21OE, like ABC, suppresses hepatic lipid deposition in response to HCD in adults

To further define the effects of miR-21OE and ABC on lipid metabolism, we administered 10% HCD or NCD to adult zebrafish (Fig. 4A). In WT zebrafish, HCD increased hepatic lipid deposition (as quantified by ORO staining; *P*<0.01) but did not cause HCC (Fig. 4B-E, Figs S16, S17). Similar to larval zebrafish, adult ABC-HCD and miR-21OE-HCD showed reduced lipid deposition compared to WT-HCD zebrafish (*P*<0.05 and *P*<0.05, Fig. 4B,C), and miR-21SP-HCD did not significantly alter lipid deposition (Fig. S18). ABC-NCD male and female zebrafish had more-severe histologic abnormalities, including higher HCC incidence (83% and 18%, respectively) compared to male and female WT-NCD zebrafish (both 0%, *P*<0.001) (Fig. 4D, Fig. S17), confirming our previously published observations (Evason et al., 2015; Kalasekar et al., 2019). HCC incidence was not significantly altered by HCD in any genotype or sex (Fig. S17). miR-21OE zebrafish rarely showed HCC and HCC was not observed in WT, with this difference not being statistically significant (Fig. 4D, Fig. S17), and miR-21OE did not significantly alter HCC incidence in the presence of ABC (Fig. 4D, Fig. S17). These data demonstrated that miR-21OE, like oncogenic ABC, suppresses normal lipid droplet accumulation in response to HCD.

**Fig. 4.**
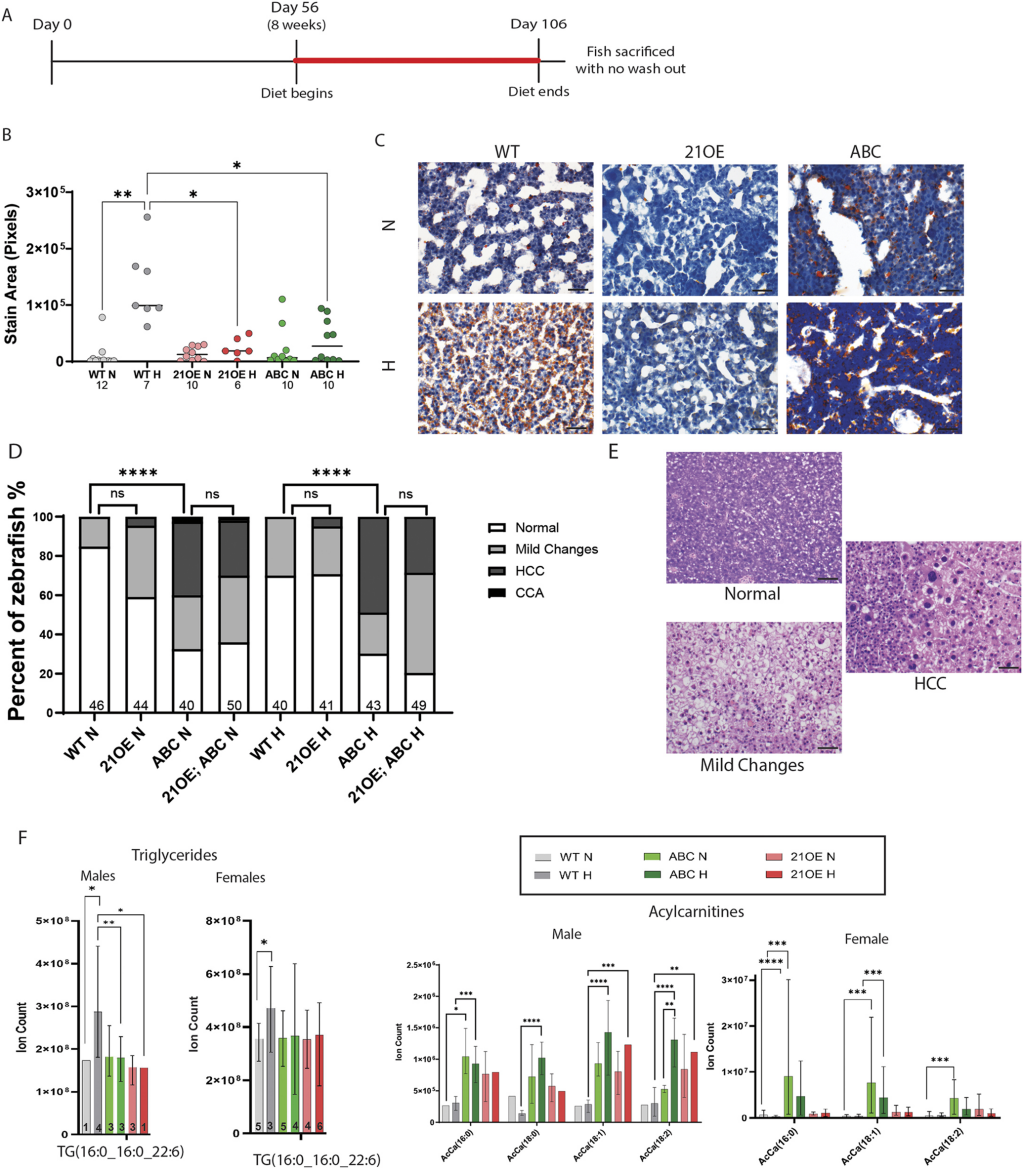
**miR-21OE and ABC decrease steatosis, decrease triglycerides, and increase acylcarnitines in adult zebrafish on a high cholesterol diet.** (A) Timeline for feeding high cholesterol diet (H) or normal control diet (N) to adult zebrafish. (B) Quantification of ORO for miR-21 overexpression (21OE), ABC, and non-transgenic wild-type control (WT) sibling zebrafish livers. *n* values are indicated below the *x*-axis for each column. *P*-values determined with GraphPad Prism, Brown-Forsythe and Welch ANOVA with Dunnett's T3 multiple comparisons test: *P<0.05; **P<0.01. (C) Representative ORO images. (D,E) Liver histology was assessed by Hematoxylin and Eosin (H&E) staining, with representative images shown in E. Data quantification is shown in D; *n* values are indicated within each column above the *x*-axis. *P*-values were determined with GraphPad Prism, Kruskal–Wallis test with Dunn's multiple comparisons test (ns, not significant; ****P<0.0001). (F) Plotted are the most-abundant triglyceride (left) and most-abundant acylcarnitine counts (right), with *n* values indicated within each column above the *x*-axis in triglyceride counts plots (left). *P*-values were determined by using GraphPad Prism (two-way ANOVA, *P<0.05, **P<0.01, ***P<0.001, ****P<0.0001). All other comparisons were statistically not significant. Three independent replicates were performed for these experiments. One representative experiment has been plotted in graph B. Pooled experimental data from three experiments are plotted in D and F. Complete triglyceride and acylcarnitine data shown in Fig. S20. Scale bars: 20 μm.

### miR-21OE, like ABC, leads to decreased levels of triglycerides and increased levels of acylcarnitines

We next analyzed changes to the lipidome in adult miR-21OE, ABC and WT zebrafish to which NCD or HCD had been administered (Fig. S19). The most striking diet-induced changes in WT-HCD were in triglycerides (TGs), with the most-abundant TG (16:0_16:0_22:6), increased in both males (*P*<0.05) and females (*P*<0.05) (Fig. 4F, Fig. S19). Both ABC and miR-21OE suppressed the HCD-induced increase in TGs, although this effect was only statistically significant in males (Fig. 4F, Fig. S19).

In ABC fish, the largest changes were to acylcarnitines (AcCa), regardless of diet. Male and female ABC zebrafish on either NCD or HCD showed significant increases in AcCa (16:0) [males: *P*<0.05 (NCD), *P*<0.001 (HCD); females: *P*<0.0001 (NCD), *P*<0.001 (HCD)] (Fig. 4F). Other abundant AcCa species, including AcCa (18:0), AcCa (18:1) and AcCa (18:2) were also significantly increased in ABC zebrafish on HCD. miR-21OE zebrafish also tended to show increased AcCa compared to WT controls, although this effect was only statistically significant for AcCa (18:1) (*P*<0.0001) and AcCa (18:2) (*P*<0.001) in male zebrafish on HCD (Fig. 4F, Fig. S19).

## DISCUSSION

Our work adds to the growing literature reporting that miRNAs are dysregulated in context-dependent states that change over time as liver disease progresses, and we highlight the utility of zebrafish to model miRNA dysregulation. Specifically, here we showed that miR-21 is upregulated in liver tissue from patients with MASH and MASH-HCC, as well as in zebrafish ABC-HCC, supporting a conserved role for miR-21 in hepatocarcinogenesis. Our findings in MASH patients confirmed the findings by Rodrigues et al., who found that miR-21 levels increased in a European cohort of patients with MASLD and MASH (Rodrigues et al., 2023). Our finding that miR-21 is also upregulated in MASH-HCC compared to adjacent non-tumor tissue, together with prior results that have indicated a positive correlation between miR-21 levels and age (Rodrigues et al., 2023), suggests progressive dysregulation of miR-21 during MASH-driven hepatocarcinogenesis.

We found that miR-21 overexpression was sufficient to promote zebrafish larval liver overgrowth and enhance ABC-driven larval liver enlargement. miR-21 overexpression increased HCC in adult zebrafish, albeit to a lesser extent than ABC. Sponging miR-21 suppressed ABC-driven larval liver enlargement but did not affect larval liver size in the absence of ABC; this finding may be due to relatively low expression of miR-21 in healthy, WT zebrafish liver. We discovered that overexpression of miR-21 in zebrafish liver caused significant changes to genes involved in lipid and glutamate metabolism, which are also dysregulated by ABC (Nault et al., 2020; Senni et al., 2019). In human glioma cells and umbilical vein endothelial cells, ABC regulates miR-21 expression indirectly via STAT3 (Han et al., 2012). ABC has also been shown to directly regulate miR-21 transcription, as the β-catenin co-transcription factor TCF4 binds the miR-21 promoter region in human breast, colon and glioma cells (Lan, 2012). Together, these findings suggest that miR-21 is a direct or indirect downstream target of ABC, thereby mediating some of the effects of ABC during liver tumorigenesis.

ABC increases hepatocyte proliferation in larval zebrafish (Evason et al., 2015). We observed a slight increase in nuclear size and proliferation with miR-21OE, but neither change was statistically significant. The finding of increased inter-nuclear spacing and/or decreased nuclear density in miR-21OE zebrafish supports the hypothesis that miR-21OE larval liver enlargement is due, at least in part, to increased hepatocyte size, potentially related to miR-21OE-driven metabolic changes, i.e. hepatocyte hypertrophy is associated with increased metabolic or synthetic demand, altered lipid handling, metabolic reprogramming, cellular stress, and/or early regenerative/growth signaling (Hall et al., 2012; Maronpot et al., 2010; Greaves, 2007; Target Organ Pathology: A Basic Text, 1998).

To understand the intersection of diet, ABC-HCC and miR-21, we administered a 10% HCD to zebrafish, which has been shown to induce hepatic steatosis, immune infiltration and hepatocyte enlargement (De Oliveira et al., 2019; Progatzky et al., 2014; Dai et al., 2015; Jin et al., 2024). Excess cholesterol induces changes to lipid metabolism in the hepatocyte through altered regulation of SREBP2 (Shimano and Sato, 2017; Horton et al., 2002), SREBP1c (Bertolio et al., 2019) and the assortment of PPAR transcription factors (Kersten, 2008). We confirmed histologically that HCD induced hepatic steatosis and inflammation, and increased expression of genes in pathways related to sterol and cholesterol processes (Tables S3, S4). HCD led to downregulation of *ldlra*, *hmgcra* and *fads2* (Tables S3, S5 Workbooks S3a, S5a), which are involved in *de novo* cholesterol synthesis (Brown and Goldstein, 1980), cholesterol homeostasis (Gu and Zhang, 2015) and the regulation of polyunsaturated fatty acids (Ge et al., 2003), respectively. There was also downregulation of *srebf2* and *pparaa* in the livers of 13-dpf WT-HCD larvae compared to WT-NCD control larvae (Table S3 Workbook S3a). HCD decreased *stard4* and increased *apoa4*, which are involved in cholesterol esterification (Rodriguez-Agudo et al., 2008) and triglyceride export (VerHague et al., 2013), respectively, and help mediate cross talk between cholesterol and lipid metabolism through *srebp1c* (MacLeod et al., 2024). We found that WT-HCD zebrafish had a significant overlap in dysregulated genes compared to Gubra-Amylin NASH (GAN) diet-induced obese (DIO) mice, supporting the relevance of our findings to mammals (Fig. S10, Table S5) (Hansen et al., 2023; Gerhard et al., 2018; Suppli et al., 2019; Govaere et al., 2020).

When comparing genes that were significantly altered in the presence of miR-21OE, we found diet-independent effects of miR-21, such as downregulation of genes involved in pyruvate metabolism and PPARα signaling, coupled with the upregulation of genes involved in folate metabolism (Tables S3, S4, Fig. S13). On the other hand, some miR-21OE-induced gene expression changes were dependent on diet. For example, *fads2* and *elovl2* – which are involved in triglyceride and long-chain polyunsaturated fatty acid accumulation, respectively (VerHague et al., 2013; Hayashi et al., 2021; Zhang et al., 2022) – were significantly increased with miR-21OE compared to WT fish on HCD. These two genes were lower in HCD- versus NCD-fed zebrafish for both genotypes. Together, these gene expression changes suggest that miR-21OE may rewire metabolism, such that hepatocytes avoid excessive lipid droplet formation in response to excess cholesterol. This hypothesis is corroborated by our ORO, Nile Red and H&E staining, and lipidomics results, showing that miR-21OE decreased accumulation of lipid droplets and neutral lipids, such as triglycerides, in response to HCD. Multiple lines of evidence suggest that suppression of triglyceride accumulation in lipid droplets represents a pathologic tumor-promoting response. First, we noted a similar suppression of lipid accumulation in response to overexpression of ABC, a well-established hepatic oncogenic protein (Cadoret et al., 2002; Xu et al., 2022). Second, in humans (Powell et al., 1990) and mice (Hansen et al., 2023) with MASH, steatosis decreases during late stages, i.e. when HCC rates are highest. Decreased steatosis during progression from MASH to HCC may reflect alterations in fatty acid metabolism, an emerging hallmark of cancer (Ma et al., 2018).

We found acylcarnitines to be the most substantially altered lipid species in response to ABC and miR-21OE, confirming our prior results in zebrafish and human cell lines (VanSant-Webb et al., 2024). Prior studies in mouse osteoblasts (Frey et al., 2018) and mouse HCC (Senni et al., 2019) have also shown that ABC promotes fatty acid oxidation. Serum levels of long-chain acylcarnitines increase during progression from MASLD to MASH-HCC (Enooku et al., 2019; Caponigro et al., 2023) and are elevated in liver tissue from ABC zebrafish compared to that of controls (VanSant-Webb et al., 2024). Our current findings support a positive correlation between acylcarnitine levels and tumor burden. ABC fish had the highest levels of acylcarnitines and the most HCC, miR-21OE had intermediate levels of acylcarnitines and occasional HCC, and WT had the lowest acylcarnitine levels and no HCC. Together these data suggest that, like ABC, miR-21 promotes fatty acid oxidation, potentially resulting in a lipotoxic state that can drive further HCC progression (Nakagawa et al., 2018) and support tumor burden.

Across many cancer types, miR-21 is one of the best-established oncogenic miRNAs (Medina et al., 2010; Rhim et al., 2022; Volinia et al., 2006) Nonetheless, prior HCC studies have yielded seemingly conflicting results regarding whether miR-21 is pro- or anti-tumorigenic in the liver, or if the role of miR-21 changes in time as disease progresses. On one hand, this work and work by others have shown that hepatic miR-21 levels are elevated in MASH-HCC (Rodrigues et al., 2023), and miR-21 knockout decreases liver tumorigenesis in mice fed a choline-deficient diet (Rodrigues et al., 2023). On the other hand, in some situations, miR-21 appears to be protective against HCC: When high-fat diet is combined with the carcinogen diethylnitrosamine (DEN) given at 3 weeks, constitutive whole-body knockdown of miR-21 leads to increased liver tumor burden, while miR-21 mimic decreases liver tumors (Jagtap et al., 2025). Whole-body or hepatocyte-specific miR-21 knockout leads to increased tumorigenesis in response to carcinogen (DEN) exposure or in liver-specific PTEN knockout mice (Correia De Sousa et al., 2021).

This study examined the effects of miR-21OE at various time points and under different dietary conditions, thereby providing some insights into this apparent discrepancy. We propose that in the setting of a non-neoplastic liver – such as with mice fed a choline-deficient diet, adult zebrafish that are not overexpressing another oncogene (Fig. 4, miR-21OE versus WT groups; Fig. S1) or larval zebrafish with β-catenin-driven hepatocyte hyperproliferation (Fig. 1) – miR-21 overexpression drives lipid dysregulation and HCC. However, once HCC has been established or induced via genetic alterations and/or carcinogen treatment (Jagtap et al., 2025; Correia De Sousa et al., 2021), miR-21-driven metabolic dysregulation decreases tumor burden by promoting tumor cell death. This hypothesis is supported by prior reports that miR-21 knockout decreases TUNEL staining and active caspase-2 levels in mice that were fed a methionine-choline deficient diet (Rodrigues et al., 2017). Future work in our laboratory will focus on defining the link between miR-21, metabolism, cell death and liver tumorigenesis.

## MATERIALS AND METHODS

### Statement of ethics

Zebrafish (*Danio rerio*) studies were performed in compliance with the University of Utah Institutional Animal Care and Use Committee guidelines (Protocols #1809 and #2233) under the supervision of Office of Comparative Medicine veterinarians and staff. Studies on human tissues were reviewed and deemed exempt by the University of Utah Institutional Review Board (IRB #00091019).

### miRNA expression analysis in University of Utah patient samples

We searched the University of Utah Pathology Archives and identified samples from seven patients with MASH-HCC, four patients with MASH (and no clinical or pathological evidence of HCC) and four control patients without cirrhosis or MASH (Table S1). Patients were excluded if they had a history of infection with hepatis B or C virus, or significant alcohol use. The University of Utah High-Throughput Genomics (HTG) Shared Resource Core extracted RNA from paraffin-embedded, formalin-fixed liver tissues using the Qiagen miRNeasy FFPE kit and assessed miRNAs using the Nanostring nCounter Human v3 miRNA Expression Assay kit (CSO-MIR3-12). miRNA counts were analyzed using nSolver v4.0.70 with a filter of 20 reads. miRNAs were considered significantly dysregulated with log2 fold-change (L2FC)±0.5 and FDR<0.05 (Table S2 Workbook S2a).

### miRNA expression analysis in The Cancer Genome Atlas patient samples

To determine significantly dysregulated miRNAs in patients with HCC, human paired tumor and non-tumor miRNA expression quantification normalized count data was gathered from The Cancer Genome Atlas Liver Hepatocellular Carcinoma (TCGA-LIHC) GDC 23.0 Data Release using TCGA biolinks package (Colaprico et al., 2016). Patient samples were excluded from analysis if history indicated that they had received treatment prior to biopsy or had a final diagnosis of a malignancy other than, or in addition to, HCC. In total, 45 patients were eligible for analysis (Table S2 Workbook S2b). Differentially expressed miRNAs were identified with DESeq2 version 1.34.0 (Love et al., 2014). miRNAs were considered significantly dysregulated with a L2FC±0.5 and padj<0.05 (Table S2 Workbook S2c).

### Zebrafish husbandry

Zebrafish (*D. rerio*) lines were maintained under standard conditions (Kimmel et al., 1995). In brief, embryos and larvae were cultured in egg water (2.33 g Instant Ocean in 1 l Milli-Q water with 0.5 ml Methylene Blue) or low-salt egg water (60 mg Instant Ocean in 1 l Milli-Q water) and incubated at 28.5°C. At ∼5 days post fertilization (dpf), zebrafish were transitioned to a recirculating system. Juvenile and adult zebrafish were fed brine shrimp, commercial powdered food, GEMMA and/or commercial powdered food, and housed on a recirculating system. In addition to wild-type AB zebrafish (WT), we also used the previously established *Tg(fabp10a:pt-β-cat)* zebrafish, which express hepatocyte-specific activated β-catenin (ABC) (Evason et al., 2015).

### miRNA expression analysis in zebrafish livers

Five transgenic male ABC zebrafish and five non-transgenic male wild-type control siblings (WT) were raised under standard conditions to adulthood as described above and euthanized at 4 months of age. Livers were dissected from the body cavity, a small portion of each liver was fixed in 4% PFA and submitted to ARUP Research Histology to generate H&E-stained slides, and the remaining liver was snap frozen. H&E-stained slides were examined by a pathologist (K.J.E.) to confirm the diagnosis of HCC (ABC) or no significant pathologic abnormalities (WT). RNA extraction was done with Direct-zol (Zymo Research). The HTG Shared Resource Core prepared libraries by using the NEBNext Multiplex Small RNA library Prep Set and performed gene sequencing using the Illumina HiSeq 50 bp single-read sequencing system. miRNAs were aligned to GRCz10 and counted by using miRbase. Differentially expressed miRNAs were identified with DESeq2 version 1.34.0 (Thermes et al., 2002). miRNAs were considered significantly dysregulated at L2FC ±0.5 and padj<0.05 (Table S2 Workbook S2d).

### Human-to-zebrafish miRNA comparison

Fisher's product method was used to combine evidence from human MASH-HCC and zebrafish ABC-HCC differential expression analyses. Briefly, a χ^2^-squared test statistic was calculated with the following equation:

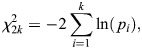
where *k*=2 for two tests.

To adjust for multiple comparison, Benjamini and Hochberg procedure for controlling the false discovery rate (FDR) of a family of hypothesis tests was performed. miRNA was determined to be statically significant if (1) padj≤0.05, and (2) the L2FC for both human and zebrafish were both concordant in differential expression. Matlab v 2023b was used for analyses (MathWorks).

### Generation of transgenic zebrafish to overexpress or sponge miR-21 (miR-21OE and miR-21SP)

To generate the *fabp10a:miR-21* plasmid (*fabp10a-miR-21-1-Dendra2,cryaa:mCherry*), we first made *miR-21-1-BbsI* by amplifying *dre-mir-21-1* from AB zebrafish genomic DNA using primers with BbsI restriction sites (Table S8) and inserting it into *Tol2-lyzC-Vector-Dendra2* (Addgene plasmid #97101, deposited by Qing Deng) (Hsu et al., 2019). From this *Tol2-lyzC-miR-21-1-Dendra2* plasmid, we amplified *miR-21-1-Dendra2* with flanking XhoI restriction sites and placed it downstream of the *fabp10a* promoter (Denovan-Wright et al., 2000) into an *I-SceI* meganuclease vector (Thermes et al., 2002) that also contained *cryaa:mCherry* (Hesselson et al., 2009; Kurita et al., 2003).

To generate the *fabp10a:miR-21SP* plasmid (*fabp10a-miR-21SP-Dendra2*), as outlined by Zhou et al. (2018), we ordered gBlocks^TM^ (IDT, Coralville, Iowa) which contained six bulging miRNA binding sites with MfeI and BamHI restriction sites at the 5′ and 3′ end, respectively (Table S9). gBlocks and *Tol2-lyzC-Vector-Dendra2* were separately digested with MfeI and BamHI, gel extracted, column purified and ligated to generate *Tol2-lyzC-miR-21SP-Dendra2.* From this *Tol2-lyzC-miR-21SP-Dendra2* plasmid, we amplified *miR-21SP* with flanking XhoI restriction sites and placed it downstream of the *fabp10a* promoter (Denovan-Wright et al., 2000) into an *I-SceI* meganuclease vector (Thermes et al., 2002) that also contained *cryaa:mCherry* (Hesselson et al., 2009; Kurita et al., 2003).

One-cell-stage embryos were microinjected with *fabp10a:miR-21* or *fabp10a:miR-21SP* plasmid, *I-SceI* meganuclease, *I-SceI* buffer and Phenol Red as previously described (Thermes et al., 2002). Injected embryos with red eyes and green livers at 2-5 days post fertilization (dpf) were raised to adulthood and crossed to detect founders with germline transmission. We identified three unique miR-21 overexpression (OE) founders (miR-21OE) with similar phenotypes and two unique miR-21 sponge (SP) founders (miR-21SP) with similar phenotypes. The miR-21OE and miR-21SP lines were maintained by outcrossing them to wild-type AB zebrafish each generation. Transgenic zebrafish were distinguished from non-transgenic control siblings by the presence of red eyes and green livers at 3 dpf or later. Phenotypes were consistently seen starting at the F1 generation and all published experiments were performed on F2 generation or later.

### Zebrafish diet studies

For zebrafish larval diet studies, zebrafish were maintained under standard conditions (egg water or low-salt egg water with no feeding) until 6 dpf (Kimmel et al., 1995). From 6 to 12 dpf, zebrafish were fed daily with GEMMA Micro 75 (normal control diet, NCD) or with GEMMA Micro 75 containing 10% by weight cholesterol (C8667, Millipore Sigma), prepared as previously described [high-cholesterol diet (HCD)] (De Oliveira et al., 2019). Zebrafish were maintained in 2.8-l tanks with a total of 1.3 l of low-salt egg water. Water changes were performed daily to remove debris and exchange 1 l of low-salt egg water. At 13 dpf larvae were euthanized and fixed with 4% paraformaldehyde.

For zebrafish adult diet studies, zebrafish were maintained under standard conditions until 8 weeks of age. Beginning at 8 weeks of age, zebrafish were fed twice daily with GEMMA 75, 150, or 500 (NCD) or with GEMMA containing 10% by weight cholesterol, prepared as previously described (HCD) (De Oliveira et al., 2019). Each zebrafish tank was also given 2 ml of suspended brine shrimp once a day. Zebrafish were given a specialized diet for 50 days (7 weeks) and then euthanized ∼12 h after their last feeding.

### Bezafibrate treatment and quantification of larval liver size

The PPAR agonist bezafibrate (MedChemExpress) was dissolved in DMSO and administered to zebrafish larvae in low-salt egg water by continuous immersion. Fish were exposed to 25 µM bezafibrate or DMSO vehicle control (0.1%) from 3 to 6 dpf.

Quantification of larval liver size at 6 dpf was performed as previously described (Kotiyal et al., 2020). In brief, larvae were raised to 6 dpf under standard conditions, euthanized, fixed in 4% paraformaldehyde (PFA), and dissected to remove the pectoral fins, cartilage and skin, to expose the liver and peritoneal cavity. Images were taken of each larva by using a Leica dissecting microscope and analyzed by an examiner unaware of the experimental group using FIJI/ImageJ.

### Quantification of hepatocyte proliferation, nuclear area, inter-nuclear distance and nuclear density

Hepatocyte proliferation was quantified by using the Click-iT Plus EdU Alexa Fluor kit (Thermo Fisher Scientific, C10634) (Evason et al., 2015). To measure *de novo* DNA synthesis 5-ethynyl-2′-deoxyuridine (EdU) from this kit was administered to zebrafish larvae at 20 µM in low-salt egg water by continuous immersion for 3 h directly before euthanasia and fixation in 4% paraformaldehyde. Fish were dissected to expose the liver and peritoneal cavity, the Click-iT reaction was carried out as per the manufacturer's instructions, and DAPI (D1306) counterstain was applied at 300 nM for 3 min. Zebrafish larvae were mounted in 1% agarose plus Slow Fade (P36961).

Samples were imaged on a Leica SP8 Confocal Microscope at 40× magnification, using excitation wave lengths of 405 nm for DAPI and 647 nm for EdU. EdU staining was quantified by manual counting of positive cells in total *z*-stacks of each liver; *z*-stacks varied between 18 and 24 steps per liver based on the size of liver.

DAPI fluorescence images, with one representative optical *z*-slice per larva, were analyzed using QuPath v 0.5.1 (Bankhead et al., 2017). Images were calibrated using confocal metadata (1024×1024 pixels corresponding to 290.62 µm), yielding a pixel size of 0.284 µm/pixel in both the X and Y dimensions. For each image, a polygon annotation was manually drawn to encompass the liver region of interest (ROI). Within each annotated liver ROI, nuclei were identified using QuPath cell detection configured for nuclear-only measurements by setting cytoplasmic expansion to 0 µm. This approach allowed extraction of nuclear counts, nuclear area and nuclear centroid coordinates based exclusively on DAPI signal, without inclusion of cytoplasmic measurements. Nuclear density was calculated as the number of nuclei per unit area (nuclei per 1000 µm^2^). Estimated inter-nuclear spacing was calculated in Excel using centroid-based distance metrics derived from the detected nuclei, providing an indirect measure of relative hepatocyte spacing and cell size.

### Quantification of steatosis

Fixed 13 dpf larvae were stained with Oil Red O (ORO) by washing 4% PFA-fixed fish in isopropanol for 30 min followed by addition of fresh isopropanol with 0.3% dissolved ORO. The fish were left to rock on orbital rocker for 90 min in this solution and washed once with isopropanol then PBS for 5 min each on orbital rocker (Wilson et al., 2020). Within 48 h, the larvae were dissected to expose the liver and imaged with a Leica dissecting microscope. Masked images were given a semi-quantitative score based on relative ORO staining intensity on a scale from 0 (no staining) to 4 (complete, intense staining).

Nile Red (Sigma, 72485) was used to stain intracellular lipid droplets in 6 dpf zebrafish larvae to quantify steatosis by confocal imaging. Staining protocol was done according to Khan et al. (Khan et al., 2024). Fish were collected after completion of the larval HCD. Fish were exposed to Nile Red at a final concentration of 500 ng/ml for 1 h at 28°C covered with foil to shield from light. After Nile Red exposure fish were euthanized and fixed with 4% paraformaldehyde. After being in fixative for 24 h the fish were deskinned and mounted in low melt agarose for imaging. Fish were imaged at 488 nm and 526 nm (Khan et al., 2024) to visualize the amount of phospholipid and lipid droplet accumulation, respectively. Green lipid droplets were calculated for the entire liver. To include red lipid droplets, each image was cropped to a 250×250 pixel area of the liver to eliminate signal from outside of the liver. Analysis was completed using ImageJ. One-way ANOVA was used for statistical analysis.

For adult zebrafish, frozen sections and ORO staining were performed by ARUP Research Histology. Slides were examined by an examiner unaware of the experimental groups, and one representative image was taken of each slide using an Olympus BX53 microscope with Olympus DP73 camera and cellSens software. Within each image the area stained red was quantified with FIJI/ImageJ. One-way ANOVA was used for statistical analysis.

### RNA sequencing and qRT-PCR

Zebrafish at 13 dpf were euthanized, and livers were dissected and pooled (13 livers per sample) for RNA extraction using the PicoPure RNA extraction kit (Thermo Fisher Scientific, KIT0204). Each sample comprised pooled livers from the same clutch of zebrafish. For sequencing, libraries were prepared by the HTG Core using NEBNext Ultra II Directional RNA Library Prep with rRNA Depletion Kit (Zebrafish). Samples were barcoded, pooled and sequenced using paired 150 bp sequencing on Illumina NovaSeq X. Reads were aligned to GRCv11 zebrafish genome. Genes with less than ten counts were removed. The initial experiment included four experimental groups (WT-NCD, WT-HCD, miR21OE-NCD and miR21OE-HCD). There were three samples in each experimental group.

Differentially expressed transcripts were identified with DESeq2 version 1.40.2 (Love et al., 2014) and were considered significantly dysregulated with padj<0.05. Pathway analysis was completed using ShinyGO v0.85.1 either using all dysregulated genes, or specifically only those down or upregulated (Ge et al., 2020). FGSEA v 1.36.0 was used on the C3 TFT motifs with 20% false discovery rate, to determine if there was transcription factor enrichment (Korotkevich et al., 2021 preprint). TargetScanFish v6.2 (Horton et al., 2002; Jagtap et al., 2025; Janssen et al., 2013) was accessed on 10 December 2025 to identify predicted miR-21 seed sequences (3590 predicted genes) and cross referenced with the 67 downregulated miR-21 dependent genes (Table S3 Workbook S3g) with 23 genes identified (Table S3 Workbook S3i). Ulitsky et al. (2012) found that 20,988 zebrafish genes have 3′ UTR >10 bp, indicating that 17% of zebrafish genes (3590 predicted genes with miR-21 seed sequences out of 20,988 genes) contain miR-21 binding sites. Fisher's exact test (GraphPad Prism) was used to determine the significance.

To compare gene expression changes in MASLD for mouse and zebrafish, a mouse (GSE230639) (Tsouka et al., 2024) dataset was accessed using GEOquery v2.78.0 (Davis and Meltzer, 2007) to compare non-tumorous DIO tissue to chow controls (Table S5 Workbook S5d). We analyzed an expanded dataset of WT-NCD and WT-HCD samples, which for each experimental group included the three samples from the original experiment plus 6 additional samples. Differentially expressed transcripts were identified with DESeq2 version 1.40.2 (Love et al., 2014) and were considered significantly dysregulated with padj<0.05 (Table S5 Workbooks S5a,b). Homology with zebrafish was identified using Ensembl BiomaRt v2.66.0 (Durinck et al., 2005, 2009) with 30% identity, evaluating 9769 genes (Table S5 Workbook S5c). Prior data sets of ABC zebrafish for male (Kalasekar et al., 2019) and female (Evason et al., 2015) were also used. Overlap comparison between datasets was performed with Fisher's exact test for two datasets or SuperExactTest v1.1 (Wang et al., 2015) for more than two datasets.

Samples for qRT-PCR were reverse transcribed using Super Script III kit (catalog number 18080051). Primer sequences are listed in Table S10. qRT-PCR master mixes were prepared consisting of 2.5% 100 μM forward primer, 2.5% 100 μM reverse primer and 62.5% PowerTrack SYBR Green Master Mix (Thermo Fisher Scientific, A46109) in RNase-free water. Master mixes were combined 4:1 with the cDNA reactions and plated in duplicate. qRT-PCR was performed using the LC480 PCR Lightcycler (Roche, 05015278001) using the ‘Mono Color Hydrolysis Probe/UPL probe’ detection format. The temperature cycle consisted of an initial 2 min period at 95°C and 40 cycles of 95°C for 15 s and 60°C for 50 s set to single acquisition mode. The housekeeping gene β-actin was used as an internal control for cDNA quantification and normalization of amplified products. Data are reported as relative expression.

### Histological evaluation of H&E-stained zebrafish tissue sections

Whole-body paraffin embedding, sectioning and staining with Hematoxylin and Eosin (H&E) was performed by ARUP Research Histology. Sections were reviewed and scored by a board-certified pathologist (K.J.E.) in a masked manner using an Olympus BX53 microscope. For larval zebrafish (13 dpf), one to three histologic sections of liver were examined for each zebrafish. Steatosis was scored by estimating the percentage of liver parenchyma involved by fat (clear, circular intracellular spaces with smooth contours) across all sections. Inflammation was scored by counting the number of inflammatory clusters, defined as a group of five or more inflammatory cells, and by dividing that number by the number of sections examined. For adult zebrafish, at least one liver section was examined. Each zebrafish was assigned to one of the following categories as previously described (Evason et al., 2015): (1) no changes, defined as no substantial cytological or architectural abnormalities; (2) mild changes, defined as the presence of cytological abnormalities in the absence of substantial architectural abnormalities or vice versa; (3) hepatocellular carcinoma (HCC), defined as the presence of both architectural and cytological abnormalities; and (4) cholangiocarcinoma (CCA), defined as the presence of cytologically abnormal cells forming irregular glands, surrounded by dense stroma. These terms were given a numerical score between 0 and 4, respectively, and then graphed and analyzed using GraphPad Prism.

### Lipid extraction

Adult zebrafish were grouped based on diet, sex and genotype. Livers were isolated using a dissecting microscope and weighed. Livers were snap frozen in liquid nitrogen and placed on dry ice. For male samples, liver tissues from up to three animals of the same genotype/diet group were pooled to achieve a minimum of 15 mg. Female samples had sufficient tissue of >15 mg and were unpooled. We analyzed between one and six replicates per group.

10-30 mg of flash-frozen zebrafish liver tissue were isolated in 2 ml Safelock microcentrifuge tubes (Eppendorf, 022363352) with a 5/16 in. diameter stainless steel ball (Grainger, 4RJL8) chilled to −80°C. Tissue was homogenized at 25 Hz for 30 s under liquid nitrogen using a Retsch Cryomill (Retsch, 20.749.0001). Lipids were extracted by adding 1 ml of 75% methyl tert-butyl ether, 24% µl methanol and 1% Splash Lipidomix Mass Spec Standard (Avanti Polar Lipids 330707) and incubating on ice for 15 min with intermittent vortexing; phase separation was induced with 190 µl ultrapure water. The organic supernatant was transferred to a glass vial and dried with gaseous nitrogen. Analytes were resuspended in 25 µl/mg sample in 2:1:1 isopropyl alcohol:acetonitrile:water and transferred to amber mass spectrometry vials (Agilent, 5182-0716) with glass inserts.

### LC-MS lipidomics

Lipid extracts were analyzed by LC-MS using a Vanquish HPLC system (Thermo Fisher Scientific) and a QExactive HF Orbitrap mass spectrometer (Thermo Fisher Scientific). Separation was achieved by C18 chromatography performed on an Acquity UPLC CSH C18 column (2.1 mm×100 mm, 1.7 µm particular size, 130 Å pore size, Waters Co., 186005297). The chromatography gradient was formed by solvent A (10 mM ammonium formate and 0.1% formic acid in 60:40 acetonitrile:water) and solvent B (10 mM ammonium formate and 0.1% formic acid in 90:9:1 isopropyl alcohol:acetonitrile:water) at a constant flow rate of 350 µl/min. The gradient function was: 0 min, 30% B; 5 min, 43% B; 5.1 min, 50% B; 14 min, 70% B; 21 min, 99% B; 24 min, 99% B; 24.1 min, 30% B; 31 min, 30% B. Autosampler temperature was 4°C, column temperature was 30°C and injection volume was 2 μl. Samples were injected into the mass spectrometer by electrospray ionization operating in positive ion mode. Lipid mass spectra were collected in full scan mode at 70,000 resolving power, and peaks were identified based on exact mass and retention times using El-MAVEN with comparison with known standards (Clasquin et al., 2012).

### Statistics

GraphPad Prism V10.2 was used to perform statistical analyses and generate graphs. For larval liver size, liver-to-body ratio and other continuous data, we performed ordinary one-way ANOVA with Sidak's multiple comparisons tests or, if standard deviations were not equal, Brown-Forsythe and Welch ANOVA tests with Dunnett's multiple comparisons test. For ORO staining, histological diagnosis and other ordinal/semi-quantitative data, we performed Kruskal–Wallis tests with Dunn's multiple comparisons test. For RNA sequencing, differential expression was identified with DESeq2 version 1.40.2 (Love et al., 2014). Pathway analysis was performed with ShinyGO v0.85.1 (Ge et al., 2020) and overlap comparison between datasets was performed with Fisher's exact test for two datasets or SuperExactTest v1.1 (Wang et al., 2015) for more than two datasets. For lipidomics comparison a two-way ANOVA with Dunnett post hoc analysis was used for comparing genotype effects. To test diet effect across genotypes, two-way ANOVA with Šidák post-hoc analysis was used.

## Supplementary Material

10.1242/dmm.052583_sup1 Supplementary information

Table S2. miRNA analysis

Table S3. miR-21 and HCD RNAsequencing results

Table S4. Shiny Go

Table S5. Zebrafish compared to DIO mouse

Table S6. C3 TFT GSEA

Table S7. miR21 and ABC ZF

# Supplementary material for: MicroRNA-21 promotes dysregulated lipid metabolism and hepatocellular carcinoma
**Source:** Dis Model Mech. 2026 Mar 5;19(2):dmm052583. doi: 10.1242/dmm.052583
**Supplement:** Supplementary information

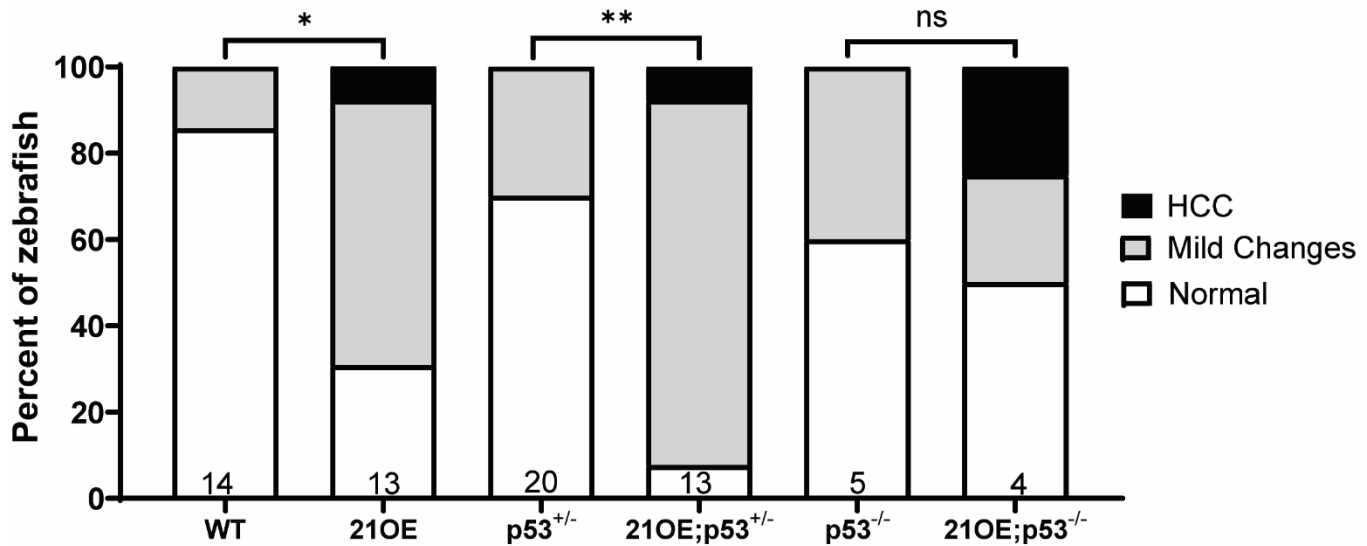

**Fig. S1. miR-21 causes mild changes and HCC in adult zebrafish.** Histology of miR-21OE (21OE) and non-transgenic wildtype sibling (WT) adult zebrafish livers (12 mpf) in the presence of p53 homozygous (p53<sup>-/-</sup>) or heterozygous (p53<sup>+/-</sup>) mutations was assessed by hematoxylin and eosin (H&E) stain. P values determined with GraphPad Prism, Kruskal-Wallis test with Dunn's multiple comparisons test: ns, not significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ . N values are indicated at the bottom of each column.

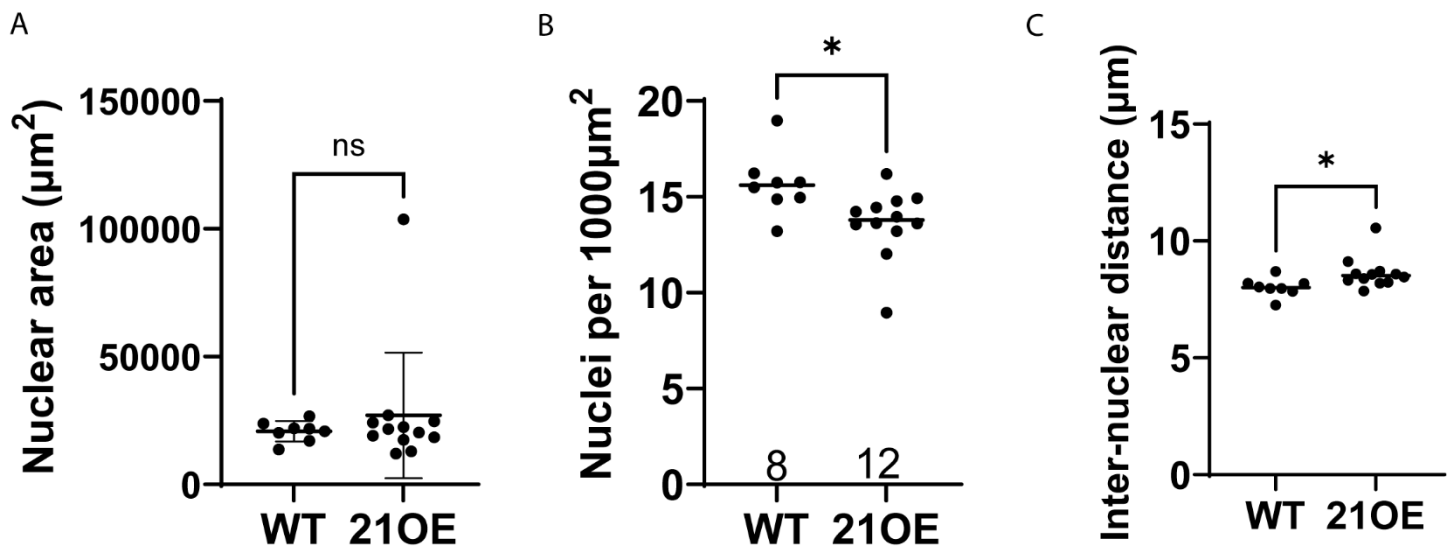

**Fig. S2. miR-21 decreases nuclear density and increases inter-nuclear distance.** Confocal images of DAPI-stained non-transgenic wildtype control sibling (WT) and miR-21OE liver at 6 dpf were analyzed with QuPath. N values are shown above the x axis in panel B. P values determined with GraphPad Prism using Welch's t test (A) or unpaired t test (B, C): ns, not significant; \*,  $p < 0.05$ . The experiment was performed twice with similar results each time, and one representative experiment is shown.

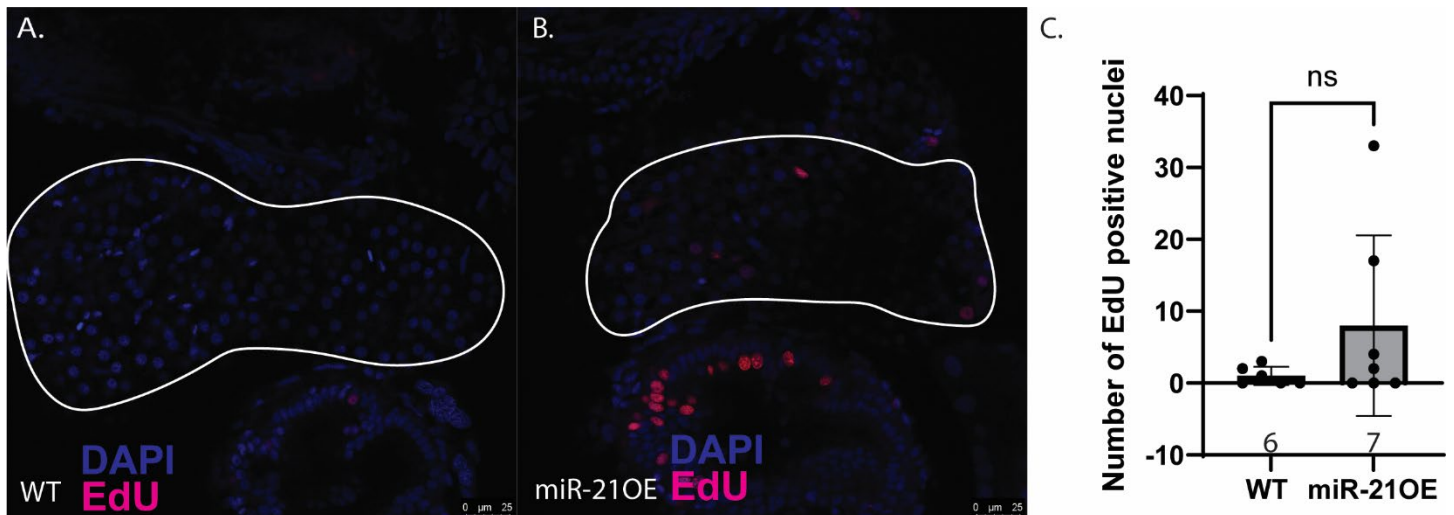

**Fig. S3. miR21OE does not significantly alter EdU labeling.** A-B. Representative images of non-transgenic wildtype control sibling (WT) and miR-21OE liver at 6 dpf. Livers are outlined in white. C. Counts of EdU-positive nuclei in 6 dpf livers. N values are above the x axis. Mann-Whitney test was performed with GraphPad Prism: ns, not significant. The experiment was performed three times with similar results each time.

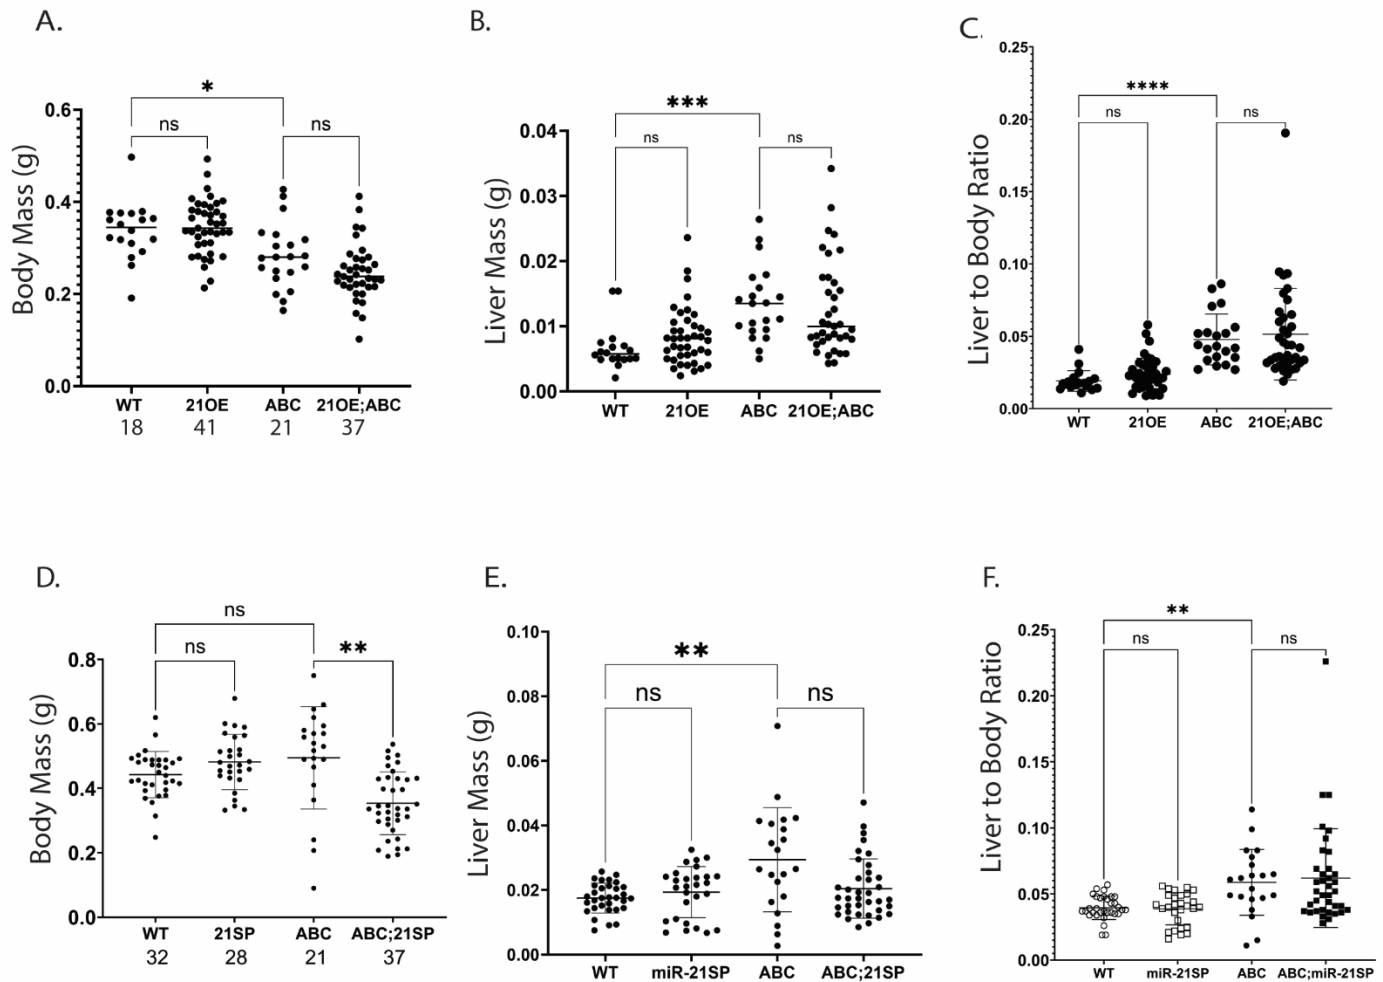

**Fig. S4. miR-21OE and miR-21SP do not significantly alter liver weight or body weight.** A-C. We raised miR-21OE (21OE), ABC, 21OE;ABC, and non-transgenic wildtype control siblings (WT) under standard conditions to 10 weeks of age. After euthanizing zebrafish, we determined body mass (A), liver mass (B), and liver-to-body ratios (C). D-F. We raised miR-21SP (21SP), ABC, 21SP;ABC, and non-transgenic wildtype control siblings (WT) under standard conditions to 10 weeks of age. After euthanizing zebrafish, we determined body mass (D), liver mass (E), and liver-to-body ratios (F). N values for each of the two experiments are shown below the x-axis in panels (A) and (D). GraphPad Prism (Brown-Forsythe and Welch ANOVA followed by Dunnett's T3 multiple comparisons test) was used to determine P-values: ns, not significant; \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ .

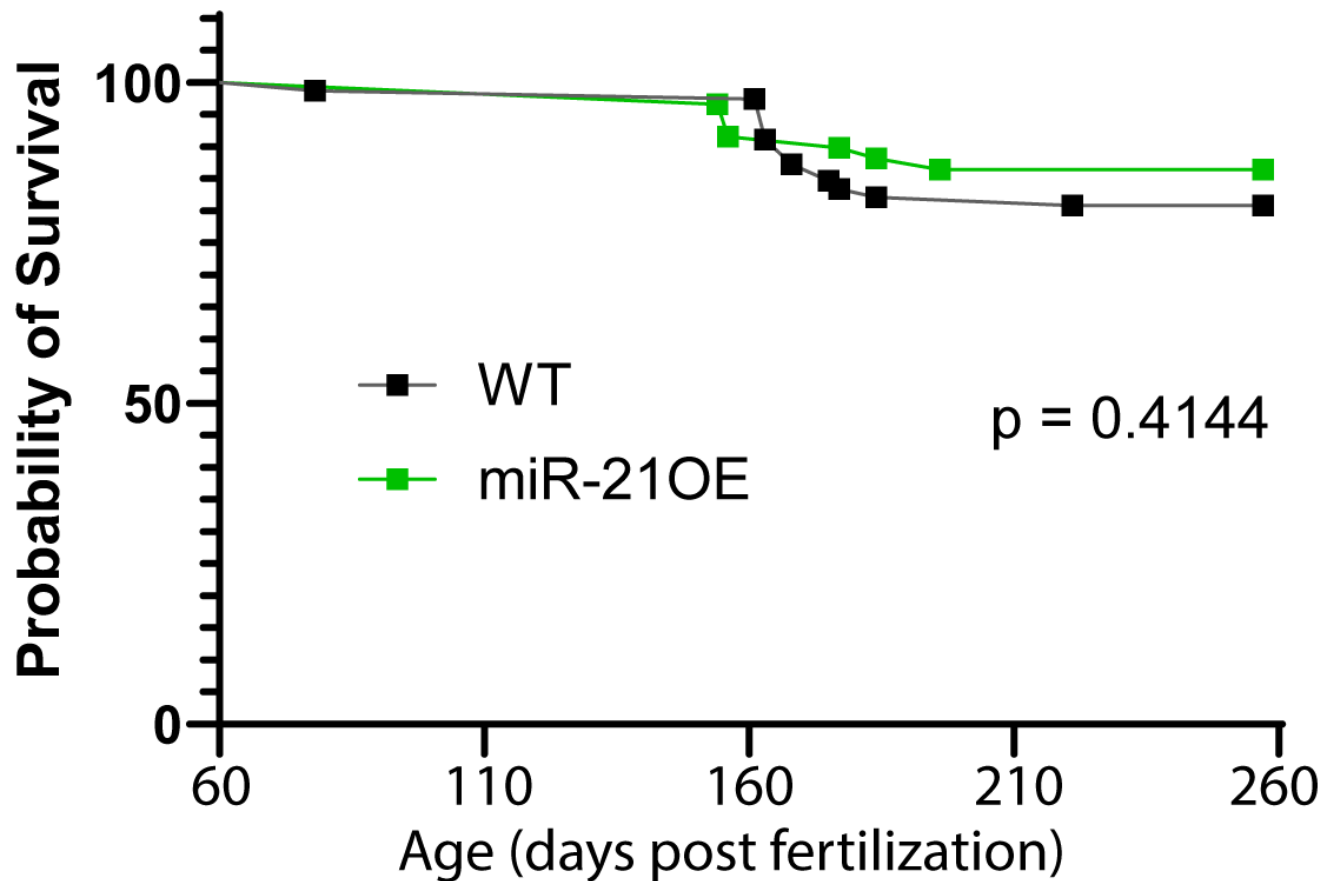

**Fig. S5. miR-21OE does not significantly impact survival.** Three tanks (59 zebrafish) of miR-21OE zebrafish (miR-21OE) and four tanks (78 zebrafish) of non-transgenic wildtype control siblings (WT) were monitored for survival at least three times per week starting at 2 months of age (60 dpf). P-value determined with GraphPad Prism, Log-rank (Mantel-Cox) test.

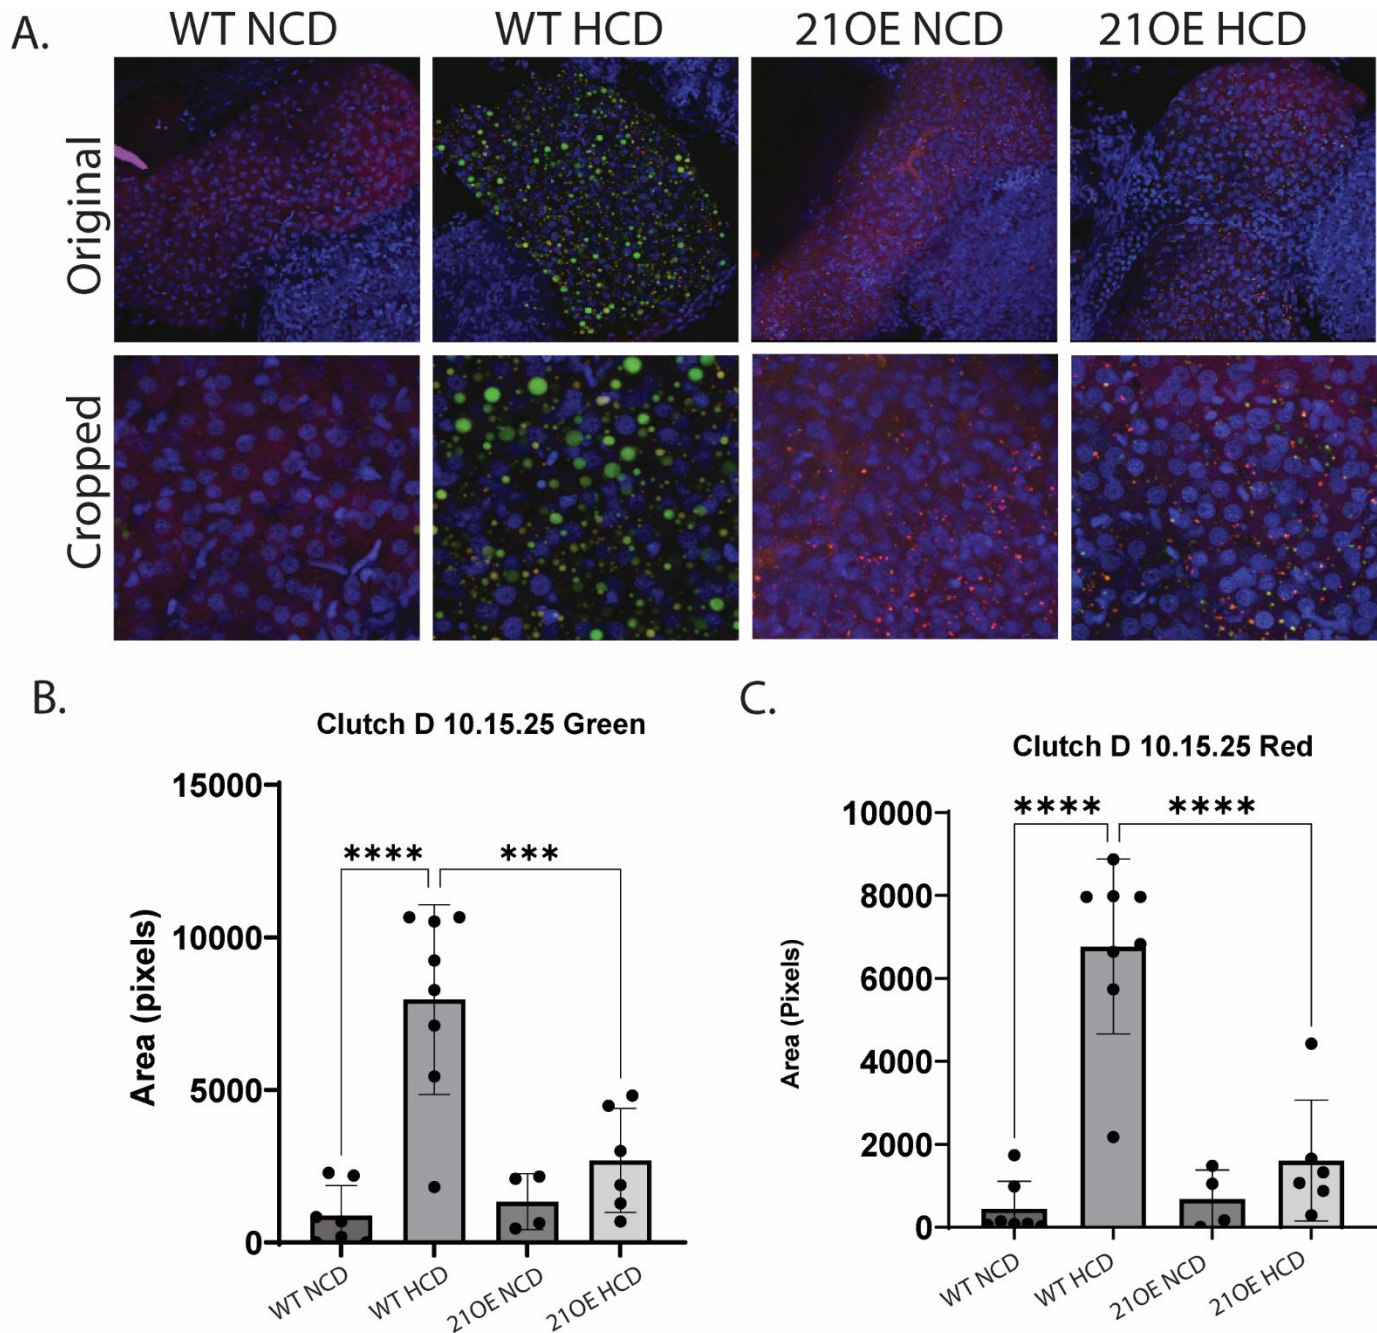

**Fig. S6. Quantification of Nile Red staining.** A. Representative confocal images from Nile Red Stain showing full uncropped image of entire liver on top and cropped image used for analysis directly below. B-C. Quantification of Nile Red stain on green (B) and red (C) channels. N values were as follows: WT NCD = 7; WT HCD = 8; 21OE NCD = 4; 21OE HCD = 6. P values determined with GraphPad Prism, One way ANOVA: ns, not significant; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . The experiment was performed three times with similar results each time; one representative experiment is shown here.

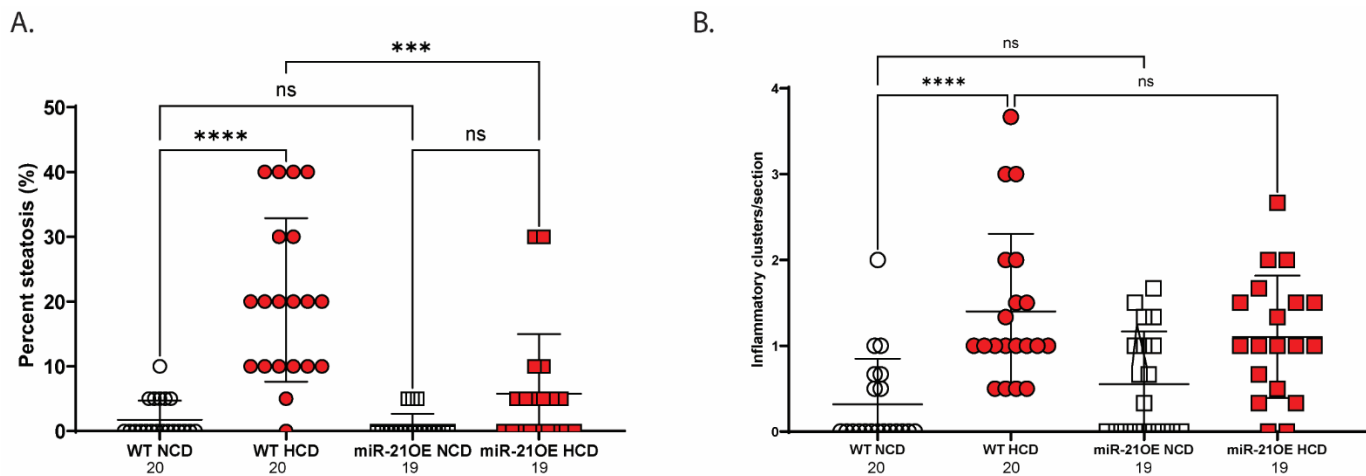

**Fig. S7. miR-21OE decreases steatosis but does not affect inflammation at 13 dpf as assessed by hematoxylin and eosin (H&E) staining.** A. Steatosis was quantified by pathologist (KJE) assessment of H&E-stained slides in a masked fashion. B. For each zebrafish, we counted the number of inflammatory clusters--groups of 5 or more inflammatory cells--in the liver and normalized to the number of histologic sections examined. One to three sections were examined for each zebrafish. P values were determined with GraphPad Prism, Kruskal-Wallis test with Dunn's multiple comparisons test: ns, not significant; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . The experiment was performed three times with similar results each time; one representative experiment is shown here.

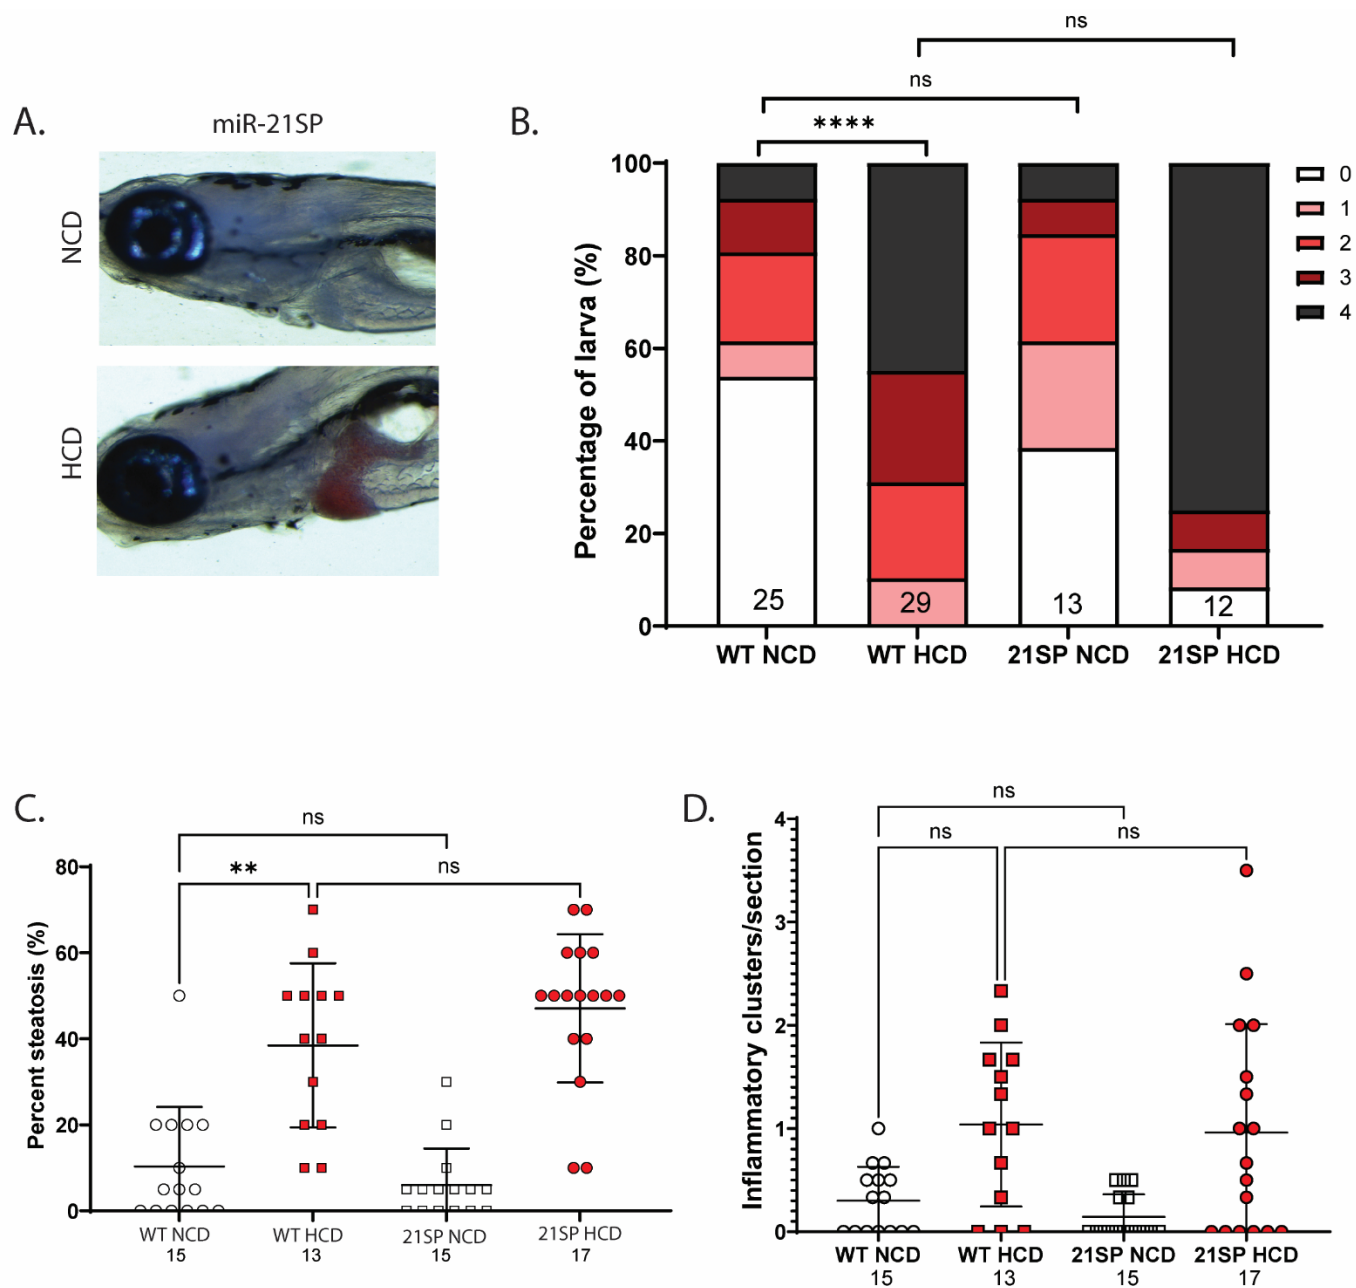

**Fig. S8. miR-21SP does not affect steatosis or inflammation at 13 dpf.** A. Representative brightfield images of 13-dpf zebrafish after Oil Red O staining. B. Quantification of ORO of larval liver images. Scoring is from 0-4. N values are indicated at the bottom of each column. P values were determined with GraphPad Prism, Kruskal-Wallis test with Dunn's multiple comparisons test: ns; not significant; \*\*\*\*,  $p < 0.0001$ . C-D. Steatosis (C) and inflammation (D) were quantified by pathologist (KJE) assessment of H&E-stained slides in a masked fashion. N values are shown below the x axis. P values were determined with GraphPad Prism, Kruskal-Wallis test with Dunn's multiple comparisons test: ns, not significant; \*\*,  $p < 0.01$ . Each experiment was performed three times with similar results each time; one representative experiment is shown here.

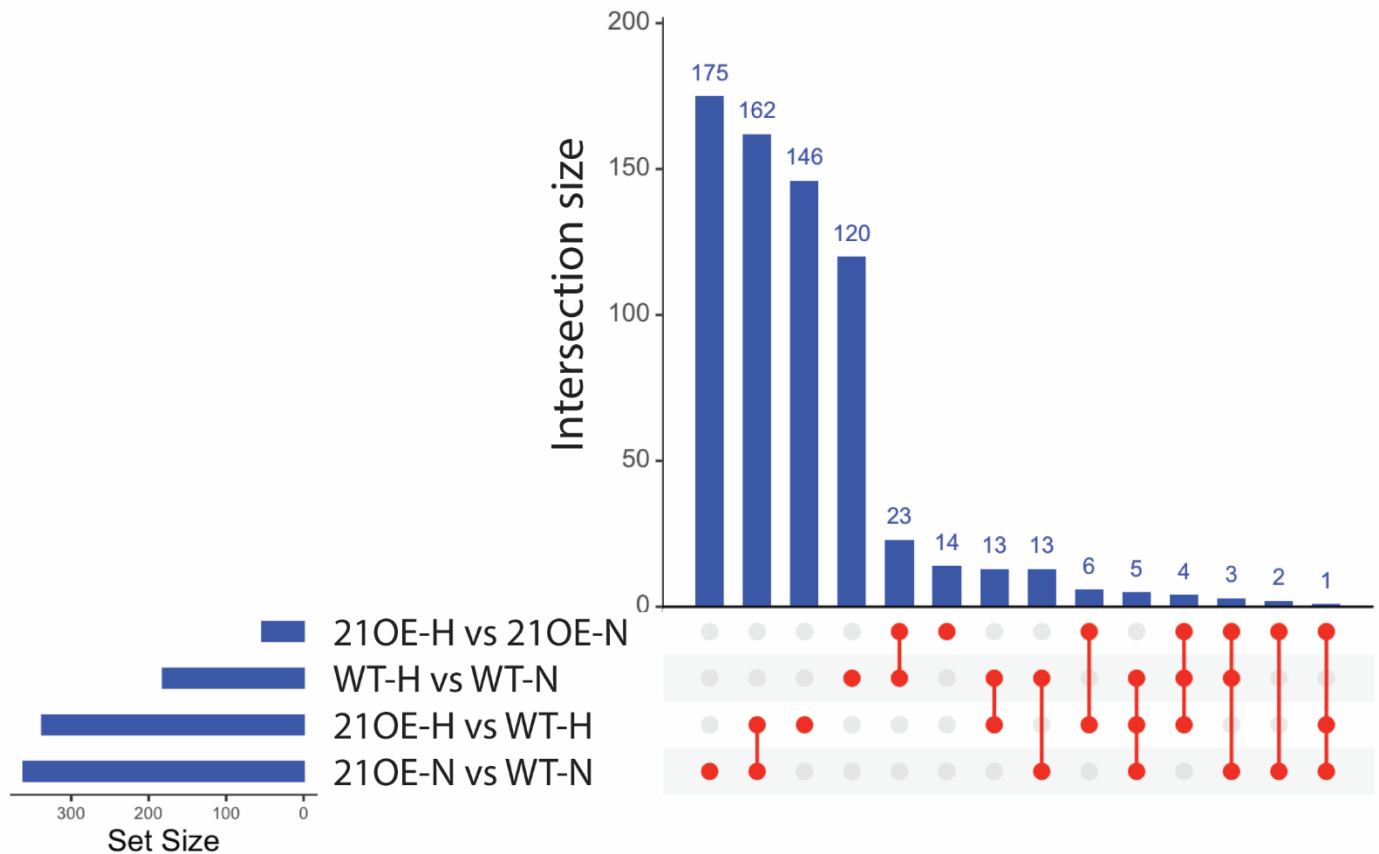

**Fig. S9. Changes across genotype and diet.** UpSet Plot of RNA-seq data showing number of altered genes across comparisons for miR-21OE (21OE) and non-transgenic wildtype sibling control (WT) livers from 13-dpf zebrafish fed high cholesterol diet (H) or normal control diet (N).

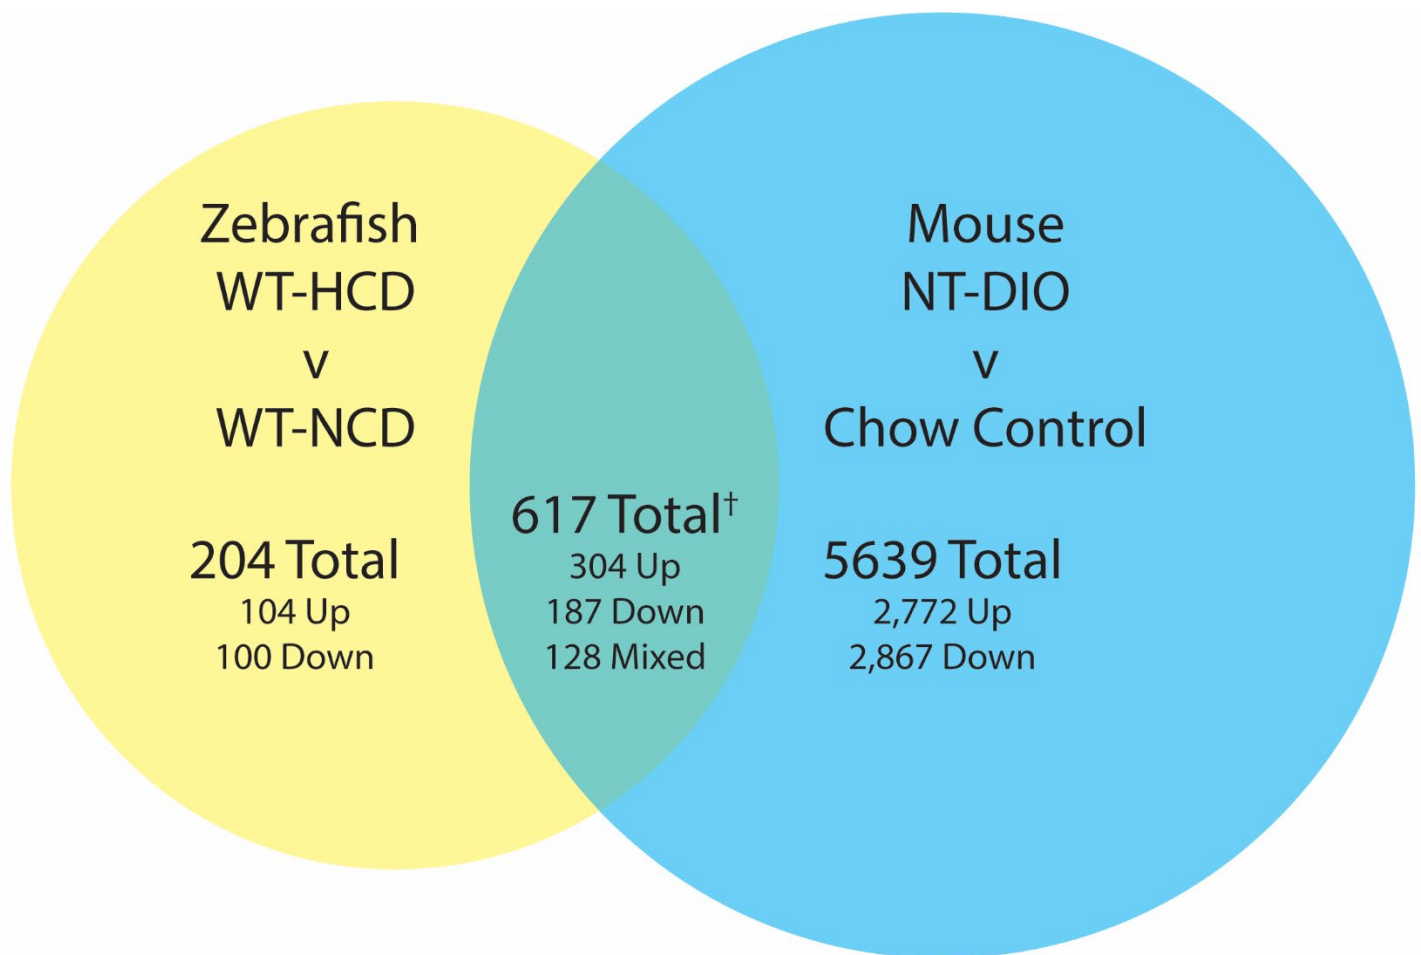

**Fig. S10. Comparison of zebrafish and mouse MASLD models.** Venn diagram showing overlapping dysregulated genes in zebrafish (non-transgenic wildtype zebrafish (WT) fed high cholesterol diet (HCD) versus normal control diet (NCD)) and mouse (non-tumor diet-induced obesity (NT-DIO) versus chow control (Workbook S5d) (GSE243976). Zebrafish dataset consisted of 9 samples each of WT-HCD and WT-NCD, all sequenced on the same run (Workbook S5a). NT-DIO v Chow (Workbook S5b). Gene names are shown in Workbook S5c. <sup>†</sup>,  $p = 7e-13$ , Fisher's exact test, GraphPad Prism.

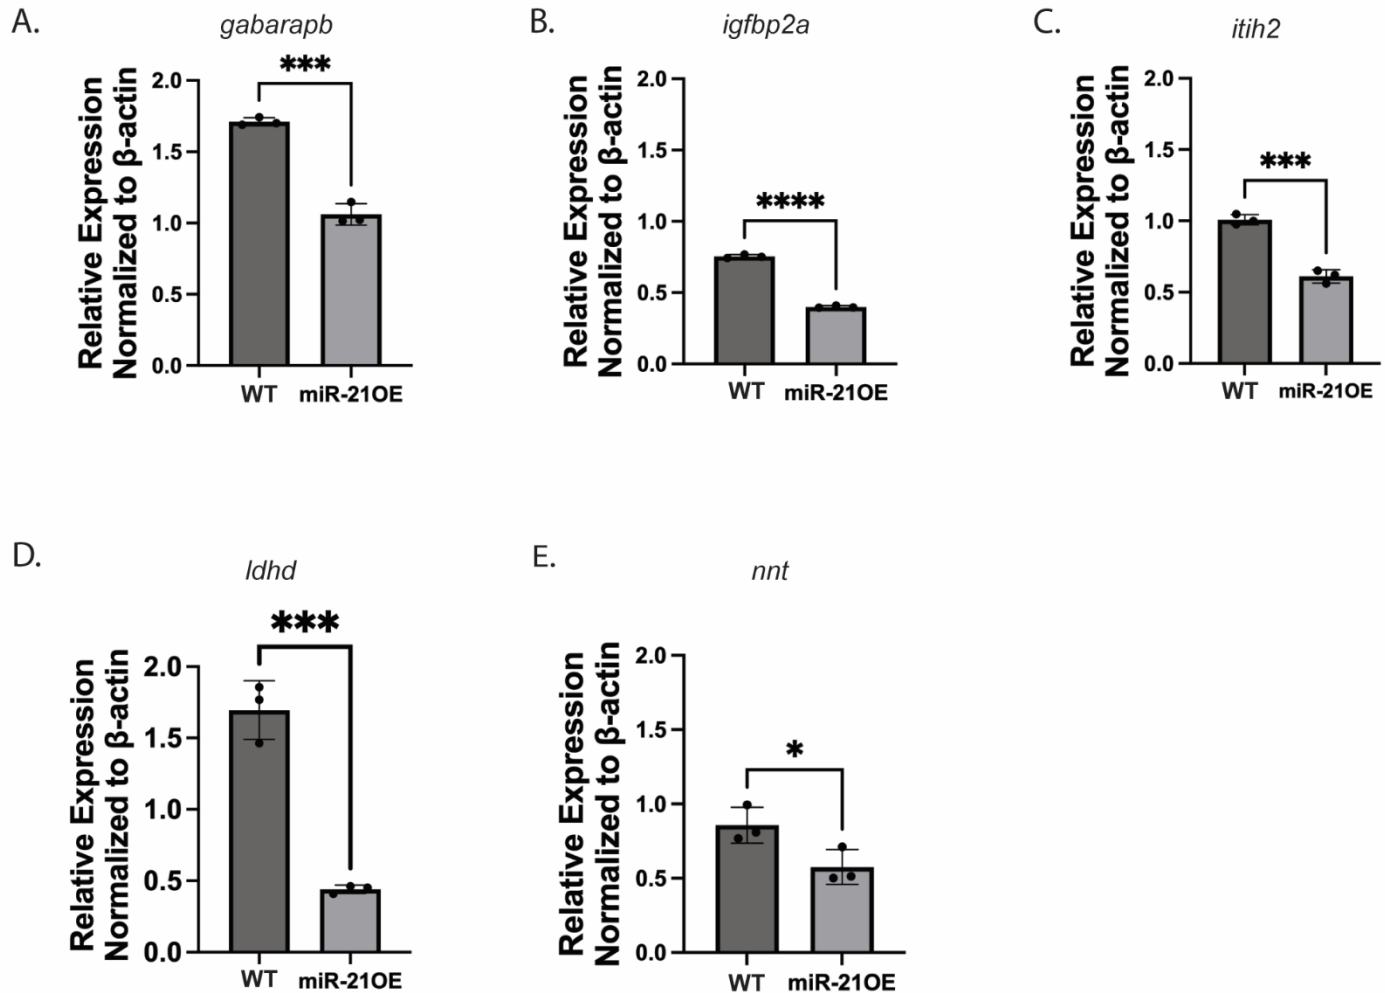

**Fig. S11. qRT-PCR of genes in miR-21OE (21OE) and controls (W) relative to  $\beta$ -actin.** We confirmed expression of select genes by performing qRT-PCR for three independent experiments (3 clutches) of 13-dpf miR-21OE zebrafish and non-transgenic wildtype control siblings (WT) fed a normal control diet. One representative experiment (with three technical replicates) is shown for each gene: *gabarapb* (A), *igfbp2a* (B), *itih2* (C), *ldhd* (D), and *nnt* (E). P values were determined with GraphPad Prism, Students T-Test: \*,  $p < 0.05$ ; \*\*,  $p < 0.01$ ; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ .

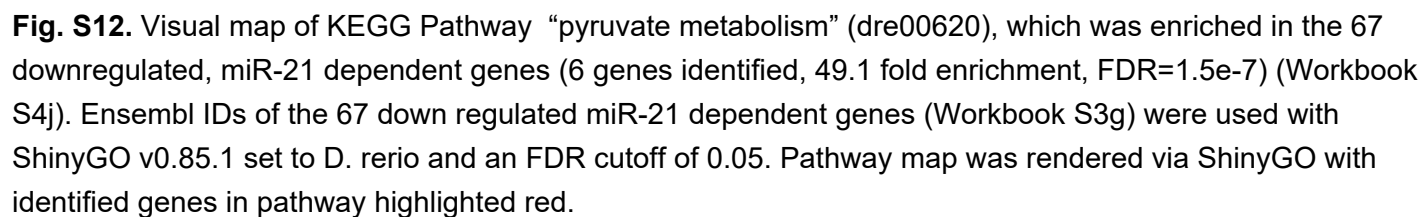

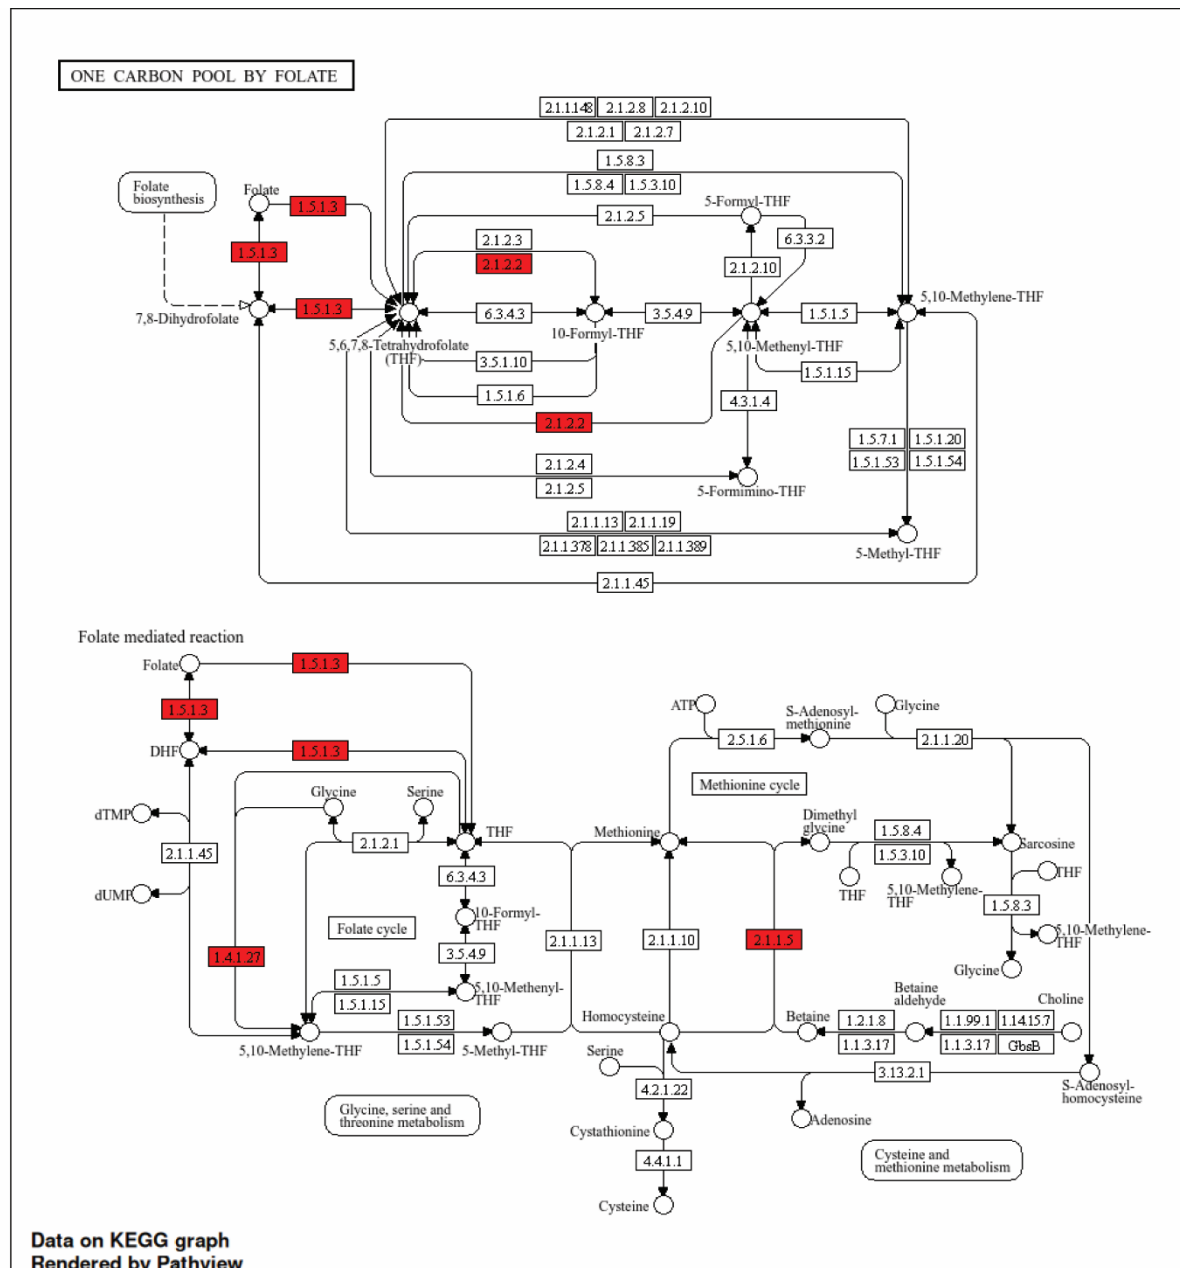

**Fig. S13.** Visual map of KEGG Pathway “one carbon pool by folate” (dre00670) was enriched in the 95 upregulated, miR-21 dependent genes (4 genes identified, 30.2 Fold Enrichment, FDR=7.4E-4) (Workbook S4k). Ensembl IDs of the 95 upregulated genes (Workbook S2g) were used with ShinyGO v0.85.1 set to D. rerio and an FDR cutoff of 0.05. Pathway map was rendered via ShinyGO with identified genes in pathway highlighted red.

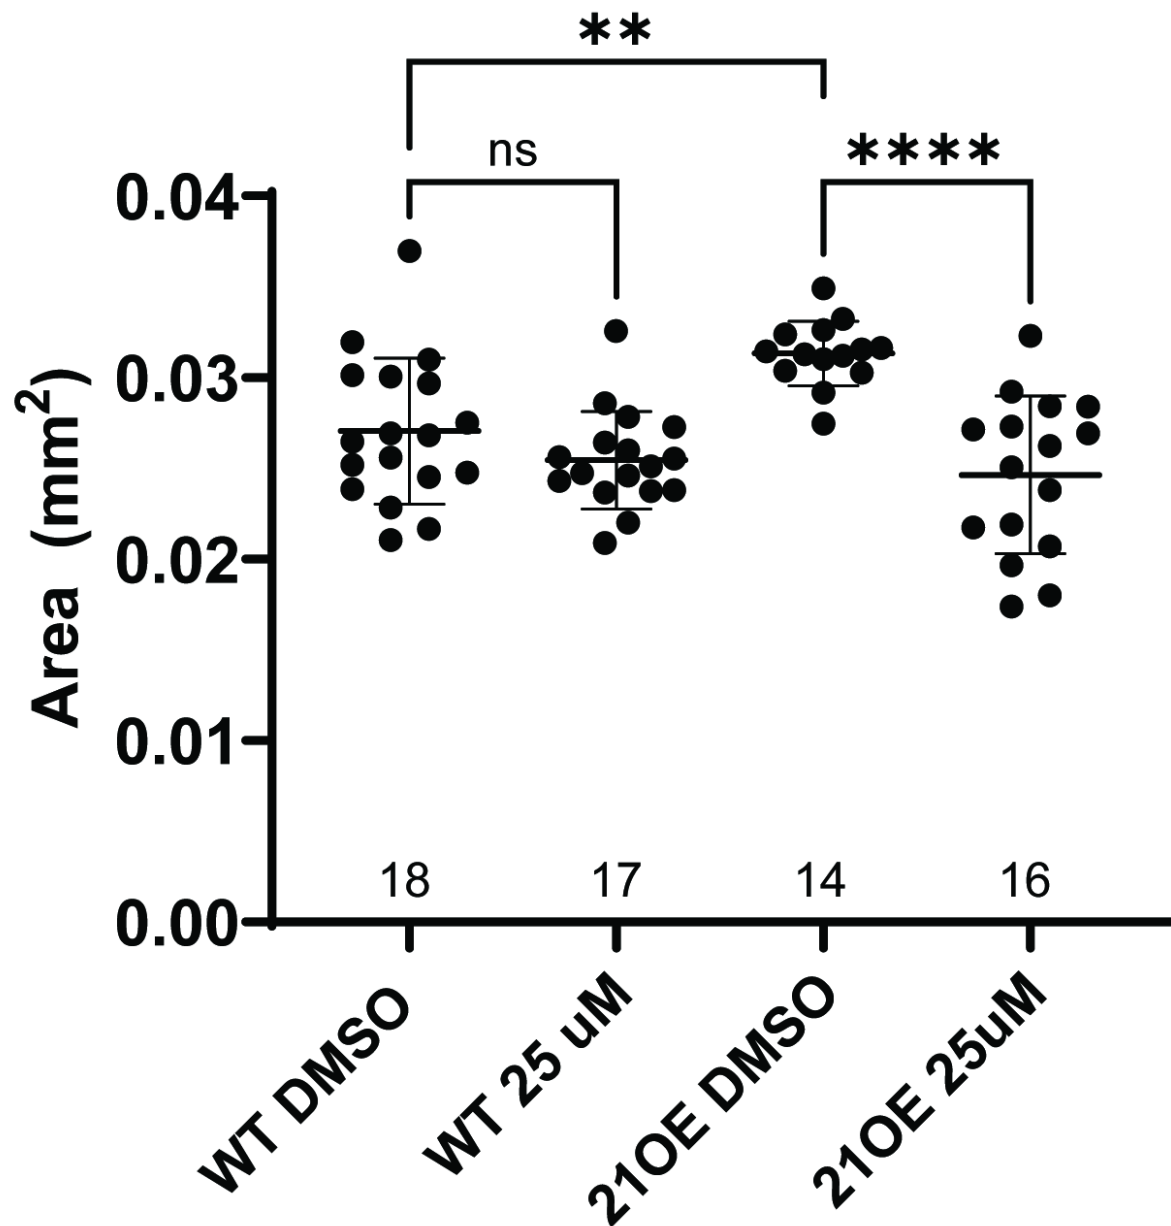

**Fig. S14.** PPAR $\alpha$  agonist bezafibrate decreases miR-21OE-driven larval liver overgrowth. Liver area at 6 dpf of miR-21OE zebrafish (21OE) and non-transgenic wild-type siblings (WT) treated with vehicle (DMSO) or 25  $\mu$ M bezafibrate. N values are shown above the x axis. P values were determined with GraphPad Prism (Brown-Forsythe and Welch ANOVA tests with Dunnett's T3 multiple comparisons test: ns, not significant; \*\*,  $p < 0.01$ ; \*\*\*\*,  $p < 0.0001$ ). Two independent replicates of this experiment were performed with similar results, and one representative experiment is shown.

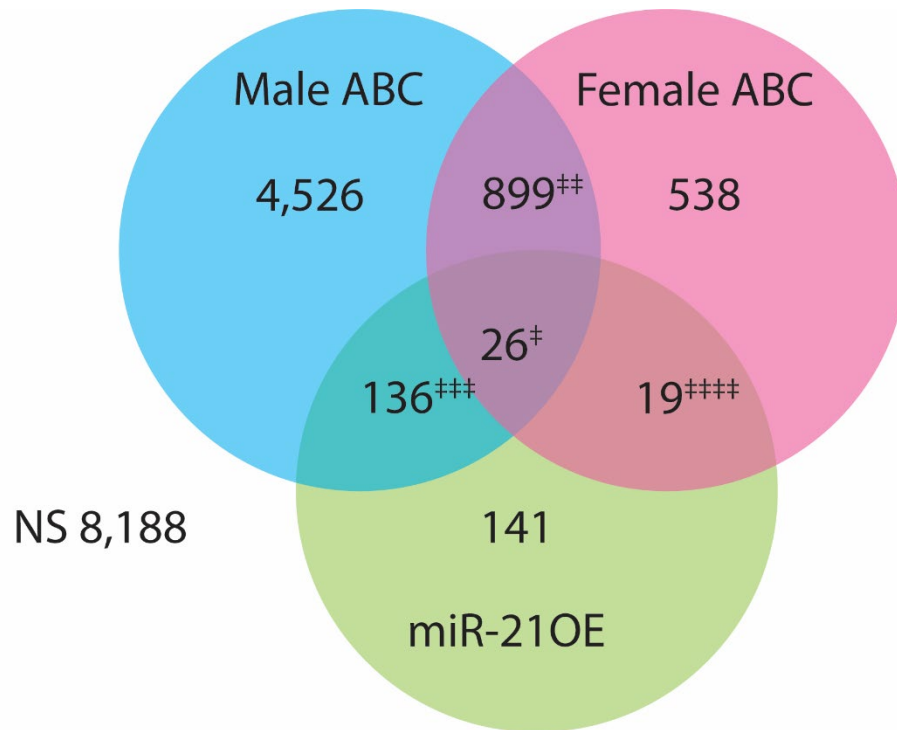

**Fig. S15.** There is significant overlap between miR-21OE-NCD v WT-NCD (Workbook S3b), female adult ABC zebrafish, and male adult ABC zebrafish datasets using SuperExactTest. Genes identified in all three datasets are listed in Workbook S7a. These data were then compared with SuperExactTest and identified significant overlap between each comparison (Workbook S7b, † $p=4.7e-4$ , †† $p=6.14e-86$ , ††† $p=4.91e-6$ , †††† $p=1.88e-2$ ). Note, Workbook S7b comments on a total of three genes, which were analyzed with two Ensembl IDs each aligning to one gene name. A total of 26 genes were identified as significantly dysregulated in each of the three datasets and are listed in Workbook S7c.

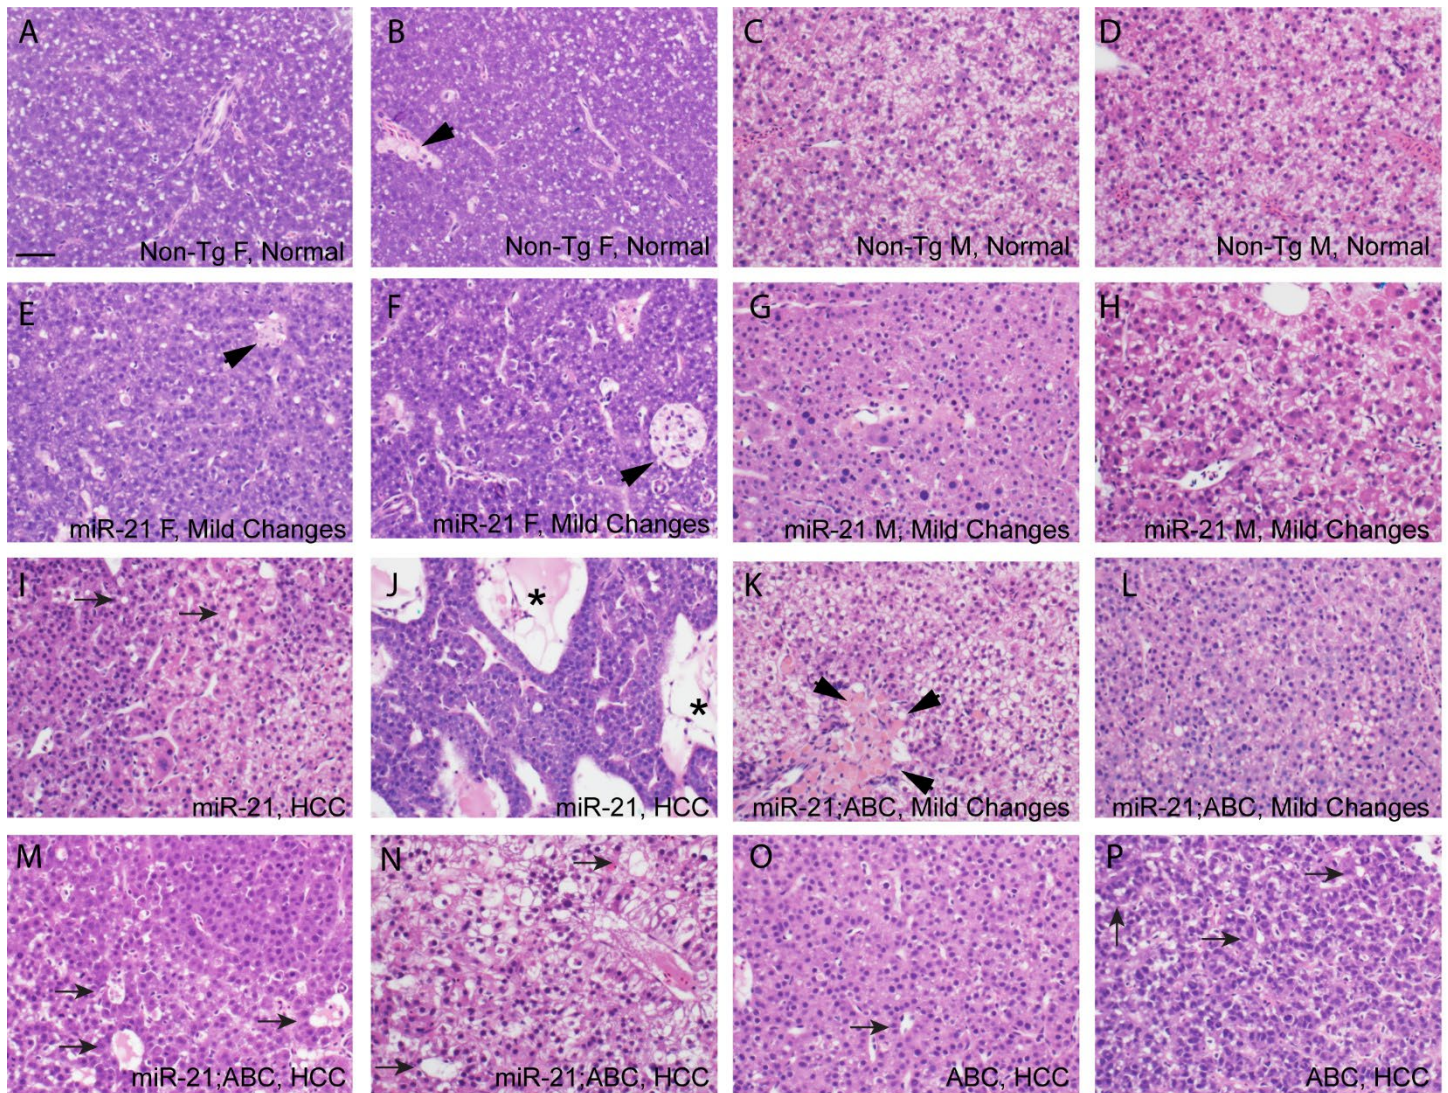

**Fig. S16. Representative images of adult zebrafish livers. Scale bar is 20 microns.** (A-D) Non-transgenic female (A, B) and male (C, D) zebrafish showing no significant pathologic abnormalities (no tumor, normal). High cholesterol diet (B) did not result in any obvious changes in cytoplasmic droplets compared to normal control diet (A, C, and D); it is difficult to distinguish glycogen from fat on hematoxylin and eosin-stained slides. (E-J) miR-21 female (E, F, J) and male (G, H, I) zebrafish showing mild changes (E-H), characterized by mild nuclear enlargement and/or nuclear contour irregularities without significant architectural abnormalities, or HCC (I, J), characterized by both cytologic and architectural abnormalities. (K-N) miR-21;ABC zebrafish showing mild changes (K, L) or HCC (M, N). (O,P) ABC zebrafish showing HCC. We occasionally noted clusters of inflammatory cells in zebrafish administered a high cholesterol diet (arrowheads). Architectural abnormalities seen in HCC included pseudogland formation (arrows) and peliosis hepatis-like change (asterisks).

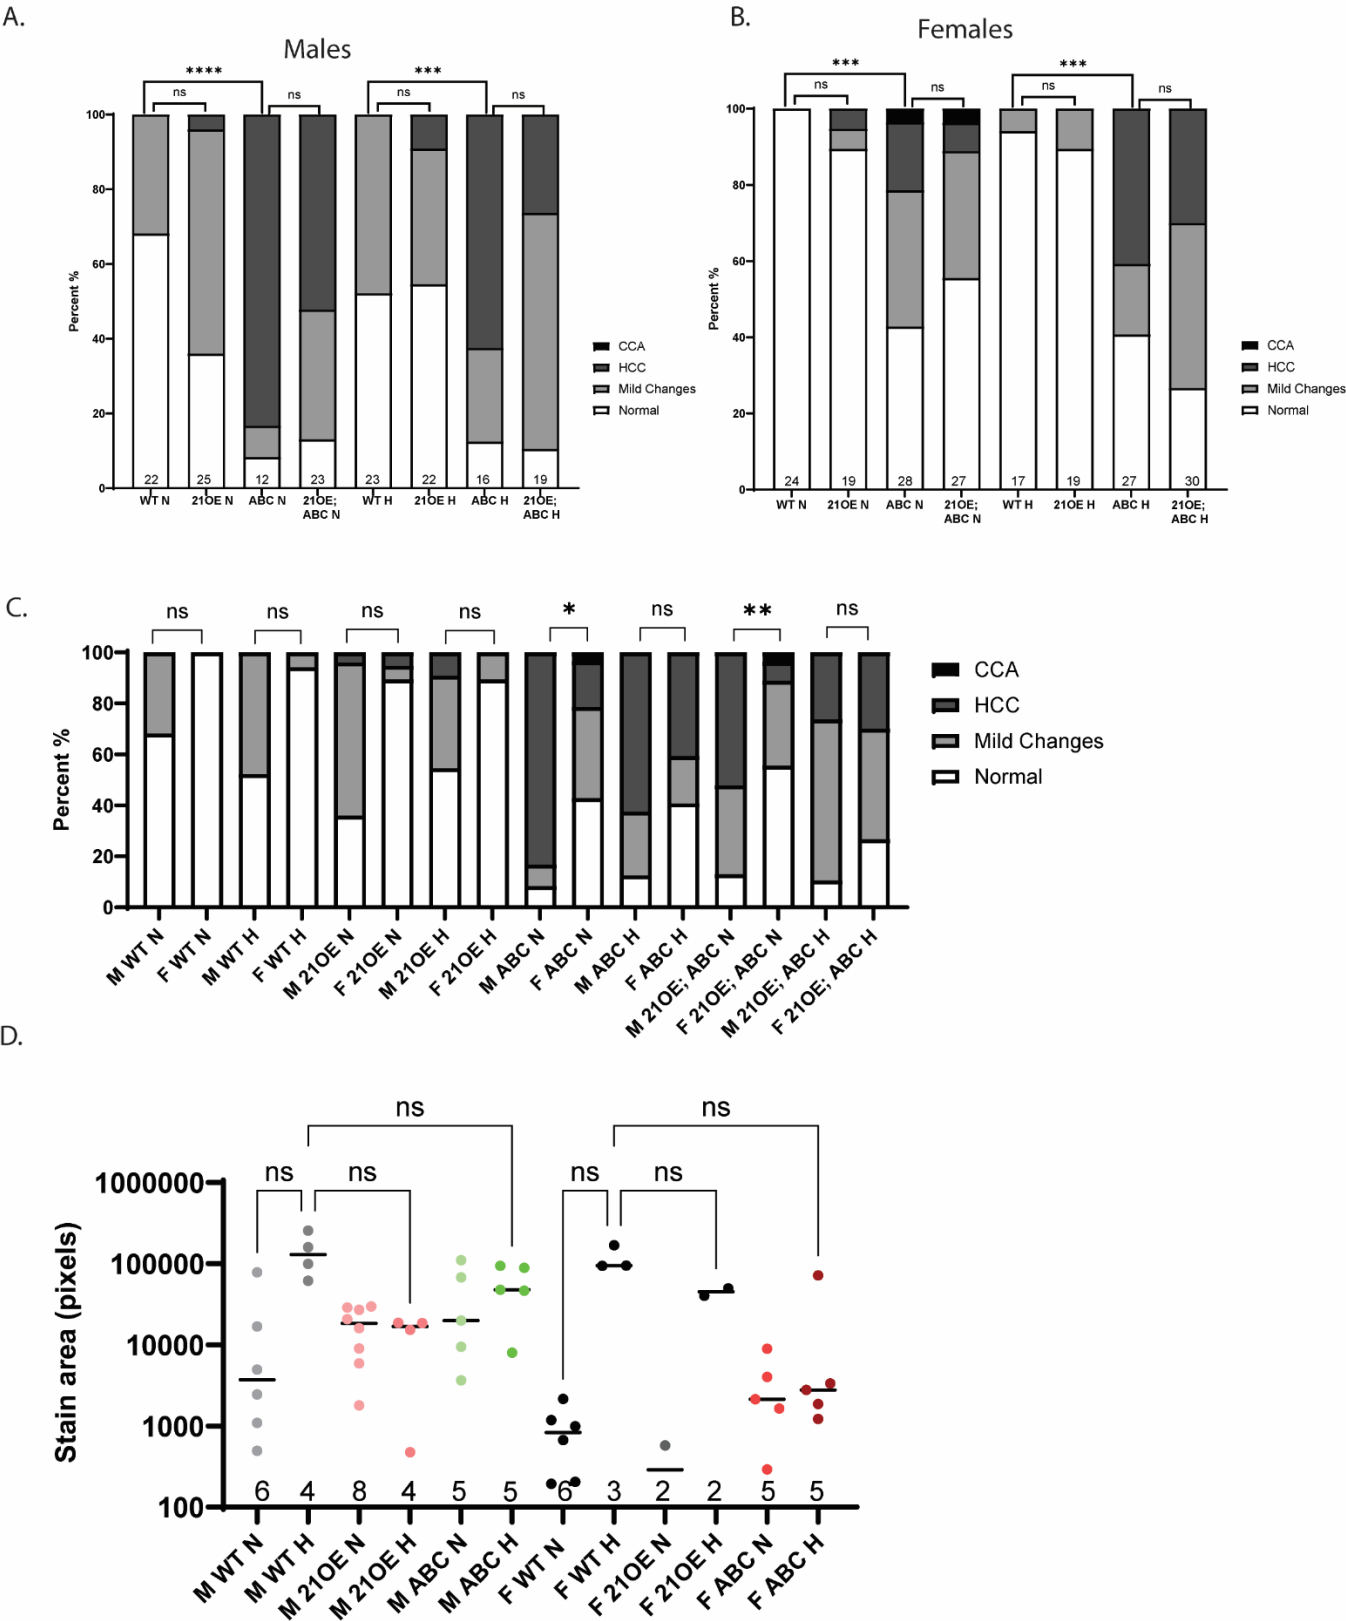

**Fig. S17. Histologic changes by genotype, sex, and diet. Adult miR-21OE (21OE), ABC, and non-transgenic wild-type control (WT) sibling zebrafish were fed high cholesterol diet (H) or normal control diet (N).** A-C. Histologic changes were scored as normal (0), mild changes (1), HCC (2), or cholangiocarcinoma (3) in a blinded fashion. These are the same data shown in Figure 4, but males (M) and females (F) were graphed and analyzed separately. P values determined with GraphPad Prism, Kruskal-Wallis test with Dunn's multiple comparisons test: ns, not significant; \*\*\*,  $p < 0.001$ ; \*\*\*\*,  $p < 0.0001$ . For (C), all comparisons between high-cholesterol diet and normal control diet for the same sex and genotype were not statistically significant. D. Quantification of oil red O staining by sex. These are the same data shown in Figure 4, but males (M) and females (F) were analyzed separately. P values determined with GraphPad Prism, Brown-Forsythe and Welch ANOVA with Dunnett's T3 multiple comparisons test: ns, not significant.

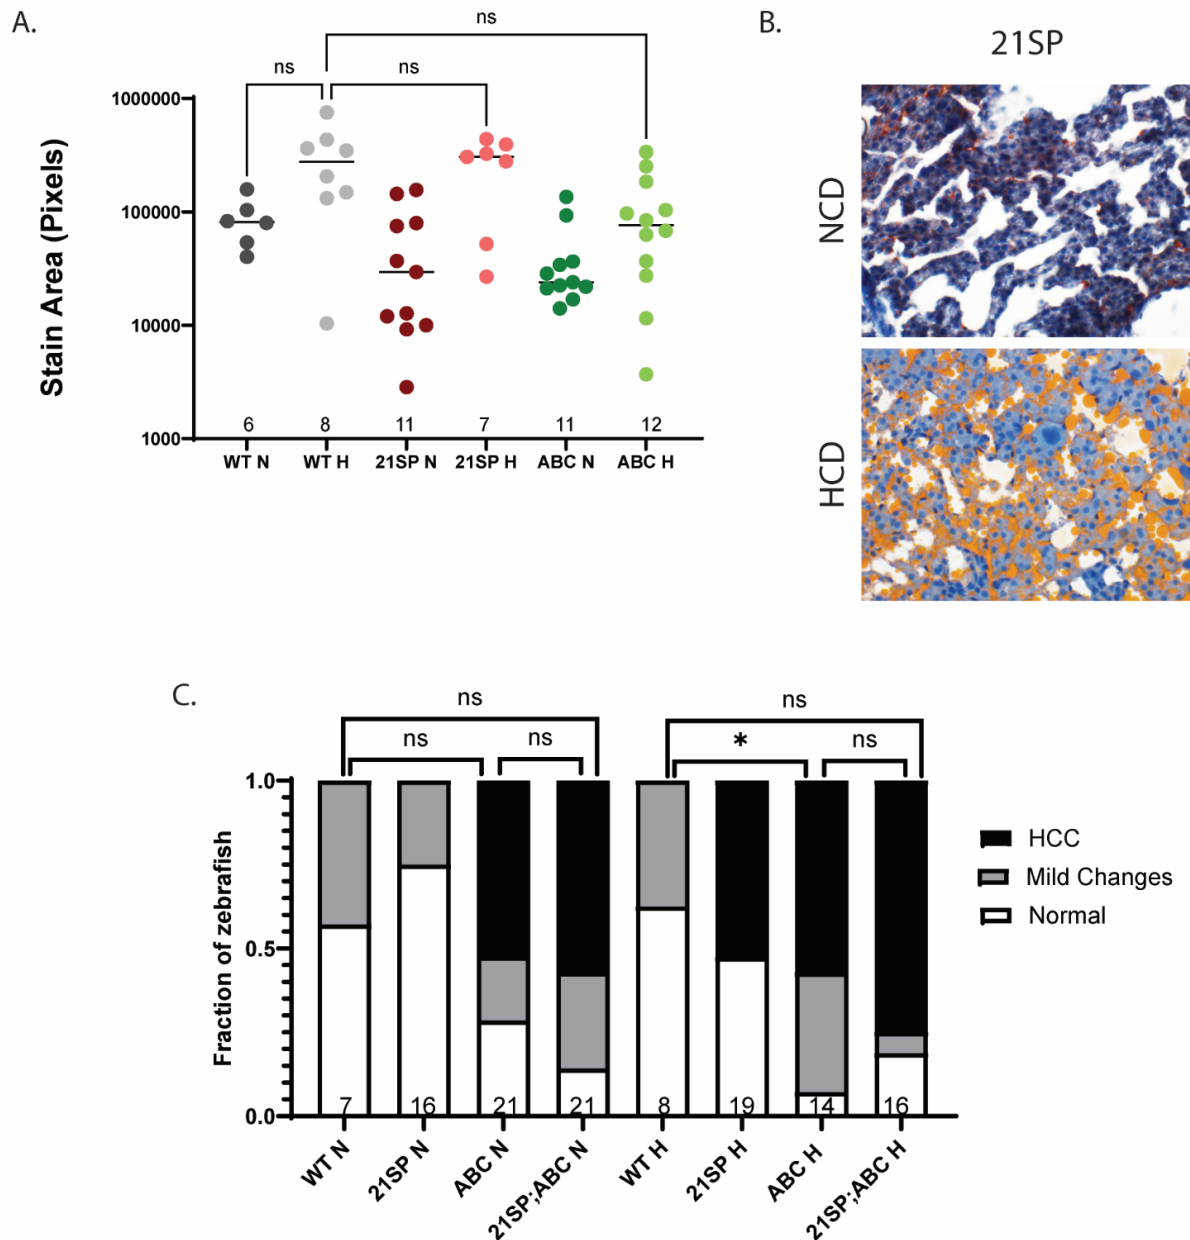

**Fig. S18. miR-21SP does not affect steatosis or HCC incidence in adult zebrafish.** A-C. We fed miR-21SP (21SP), ABC, miR-21SP; ABC double-transgenic (21SP;ABC), and non-transgenic wild-type control (WT) sibling zebrafish a high cholesterol diet (H, HCD) or normal control diet (N, NCD) as adults following scheme shown in Figure 4A. Quantification (A) and representative images (B) for hepatic oil red O staining revealed no significant difference in steatosis with miR-21SP compared to WT. Histologic analysis of zebrafish livers (C) showed no significant difference with miR-21SP, including in the presence of ABC. Three independent replicates were performed, and data from one representative experiment are shown. N values for each experiment are indicated at bottom of columns. P values determined with GraphPad Prism, Brown-Forsythe and Welch ANOVA with Dunnett's T3 multiple comparisons test (A) or Kruskal-Wallis with Dunn's multiple comparisons test: ns, not significant; \*,  $p < 0.05$ .

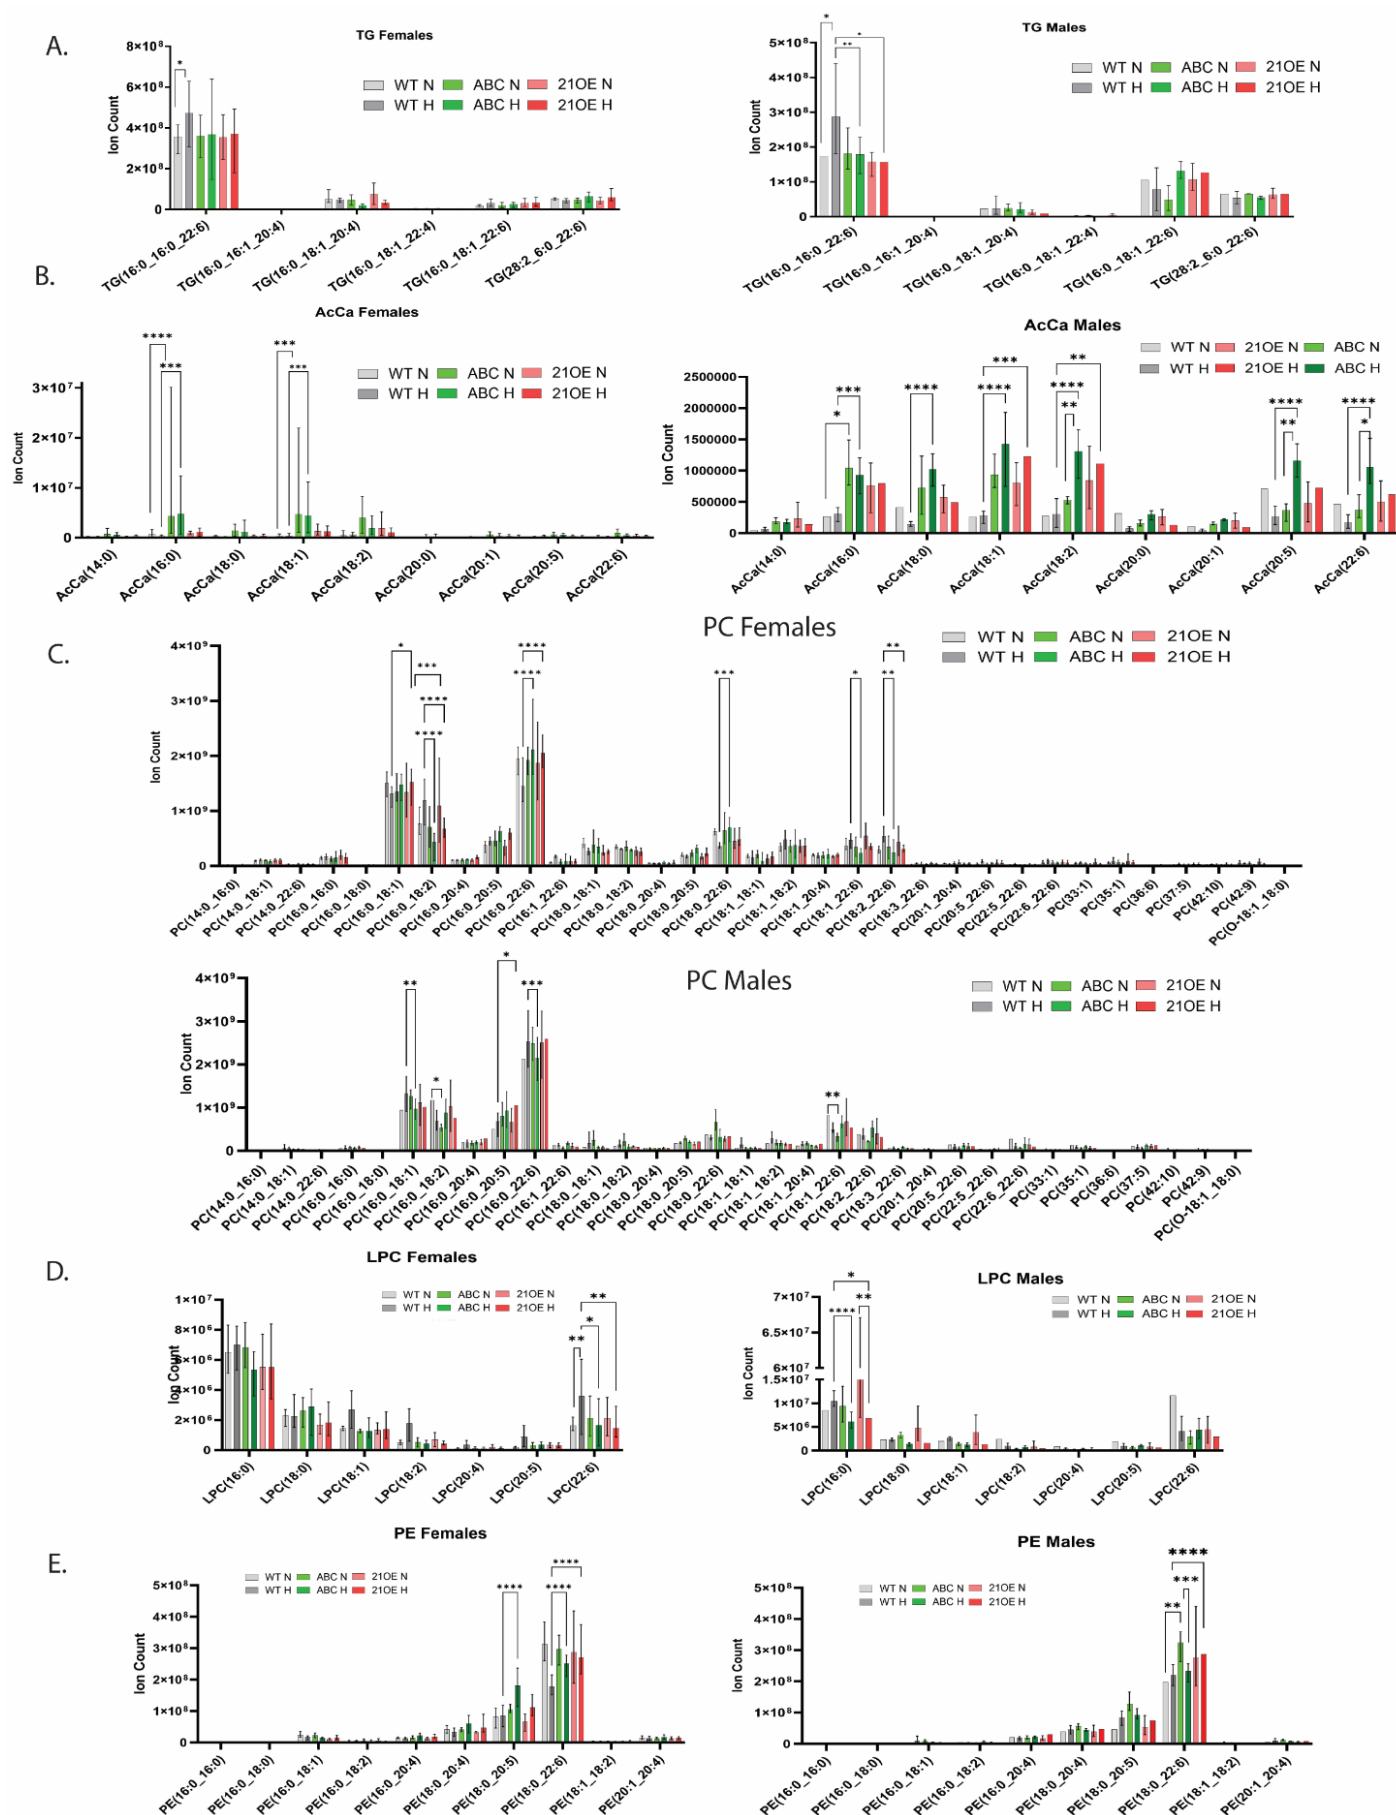

**Fig. S19. Lipidomics analysis of male and female adult zebrafish.** A. Triglyceride (TG) counts. B. Acylcarnitine (AcCa) counts. C. Phosphatidylcholine (PC) counts. D. Lysophosphatidylcholine (LPC) counts. E. Phosphatidylethanolamine (PE) counts. P values determined with GraphPad Prism, two-way ANOVA: \*, < 0.05; \*\*, p < 0.01; \*\*\*, p < 0.001; \*\*\*\*, p < 0.0001. All other comparisons were not statistically significant. N = normal cholesterol diet. H = high cholesterol diet. WT = non-transgenic wildtype sibling control. ABC = activated  $\beta$ -catenin overexpression. 21OE = miR-21 overexpression. Data is pooled from three independent experiments.

**Table S1. Clinical and demographic information for patients with MASH or MASH-HCC**

DM, Diabetes mellitus; OSA, obstructive sleep apnea

### **Table S2. miRNA analysis**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052583#supplementary-data>

### **Table S3. miR-21 and HCD RNAsequencing results**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052583#supplementary-data>

### **Table S4. Shiny Go**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052583#supplementary-data>

### **Table S5. Zebrafish compared to DIO mouse**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052583#supplementary-data>

### **Table S6. C3 TFT GSEA**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052583#supplementary-data>

### **Table S7. miR21 and ABC ZF**

Available for download at

<https://journals.biologists.com/dmm/article-lookup/doi/10.1242/dmm.052583#supplementary-data>

**Table S8. Primers amplify miR-21.** Primers to amplify *dre-mir-21-1* with BbsI cut sites.

| Primer Name                | Sequence                                |
|----------------------------|-----------------------------------------|
| <i>dre-mir-21-1_BbsI_F</i> | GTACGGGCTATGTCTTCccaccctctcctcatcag     |
| <i>dre-mir-21-1_BbsI_R</i> | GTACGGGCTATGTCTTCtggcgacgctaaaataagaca. |

**Table S9. gBlock.** IDT gBlockTM Sequence with MfeI and BamHI Cut Sites for Creation of Dendra2 Sponge. Bolded sequences highlight enzyme cut sites and the 6 sponge sites are underlined.

| Sponge name         | Sequence                                                                                                                                                                                                                                                                                                                                                                                                                                                 |
|---------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| <i>dre-miR-21SP</i> | ctaATGAATG <b>CAATTG</b> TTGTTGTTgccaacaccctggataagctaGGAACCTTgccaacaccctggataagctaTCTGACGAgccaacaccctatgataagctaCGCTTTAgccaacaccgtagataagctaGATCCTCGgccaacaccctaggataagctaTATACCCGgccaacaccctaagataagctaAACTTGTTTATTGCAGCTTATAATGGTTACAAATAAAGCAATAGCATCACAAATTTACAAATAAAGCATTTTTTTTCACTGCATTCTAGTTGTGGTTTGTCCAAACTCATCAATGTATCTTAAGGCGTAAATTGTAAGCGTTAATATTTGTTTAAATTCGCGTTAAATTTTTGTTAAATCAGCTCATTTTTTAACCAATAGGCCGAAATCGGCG <b>GGATCC</b> TGCGGCCatg |

**Table S10. qPCR primers.** Primer sequences for qPCR

| Gene                                               | Primer name | Sequence                  |
|----------------------------------------------------|-------------|---------------------------|
| Lactate dehydrogenase                              | LDHD FWD    | GCCTGGGGTGACACGAAAAA      |
|                                                    | LDHD REV    | GGACTGCATTTGTGCCTGATG     |
| Ferroptosis suppression protein 1                  | FSP1 FWD    | GGCTTTGACTTCATACAAAACAGAA |
|                                                    | FSP1 REV    | AAATGGAAGAGCGTGCAACC      |
| Insulin-like growth factor (IGF) binding protein 2 | igfbp2a FWD | TGTGACAAGAGGGGGCAGTA      |
|                                                    | igfbp2a REV | AGGGGCTTAAAGGGCAAGAG      |
| Inter-Alpha-Trypsin Inhibitor Heavy Chain 2        | Itih2 FWD   | TGTGCAGATCCCCAAACGAG      |
|                                                    | Itih2 REV   | CGTGCACTTCTGTCCGAAAC      |
| vitamin D receptor                                 | VDR FWD     | GCTGATTAGCCTCGACTGTTCT    |
|                                                    | VDR REV     | AATCCGGTGGCTTTGTCTCC      |
| GABA Type A Receptor-Associated Protein            | GABARAP FWD | AGGCGATCAGAGGGAGAGAA      |
|                                                    | GABARAP REV | CAGTCAGATCAGAAGGGACCAG    |
| nicotinamide nucleotide transhydrogenase           | nnt FWD     | TTCCGGGTGACGGCTGTAAG      |
|                                                    | nnt REV     | ACTAGTGAGGCGGTTGAGGG      |
| Niemann-Pick disease type C2 protein               | npc2 FWD    | CCACGCGTCCGAGGAAACT       |
|                                                    | npc2 REV    | AGTAAAACACGCCGAGCA        |
| Beta Actin                                         | BACTIN FWD  | CGAGCAGGAGATGGGAACC       |
|                                                    | BACTIN REV  | CAACGGAAACGCTCATTGC       |

How the deposited data were processed for this re-analysis (not part of the article)

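Small RNA libraries of the livers of 5 ABC and 5 WT male zebrafish at 4 months of age were the samples, 1 library per fish and 10 in all. The samples were assigned to ABC and WT from their labels, which give a genotype for each, and the replicate numbers count the fish from 1 to 10. The patient Nanostring and TCGA samples, the larval RNA sequencing, the lipidomics and the imaging were not analysed here.

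The authors prepared the libraries with a NEBNext small RNA kit, sequenced single-end reads, aligned them to GRCz10 and counted them using miRBase. What they deposited is a table of raw counts per Ensembl gene and fish, with no normalization, in which 16230 of the 32266 genes have at least 1 count. No row of the table is without a gene, and 0 columns of per-sample values were left unused. The identifiers were given symbols from a gene name table, and pre-miRNAs are the 272 rows whose symbol names a microRNA gene. The paper's text does not name the aligner, the counting program, adapter trimming or the treatment of reads that match several genes, so counts of paralogs with near-identical sequence are uncertain.

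The paper's names in Workbooks S2d and S2e (166) were joined to rows by symbol (81 names), by symbol family and nearest L2FC within 0.1 (71 names) and, for dre-mir-122, by L2FC and p alone (1 name). No row was found for 13 names, and 72 of the 82 names in Workbook S2d have a row. For this join, DESeq2 with a fold-change prior was run on the pre-miRNAs with at least 1 count. Over the names joined by symbol, its L2FC was higher than the paper's by a median of 0.05, and after that shift the median absolute difference was 0.00705. The row taken as dre-mir-122 differed by 0.00490 in absolute L2FC after the shift, but another of the paper's names lay nearly as close, at 0.00503, so the p decided between them. Because names joined by value were chosen for their closeness to the paper's L2FC, a comparison of their L2FC with the paper's is not independent evidence.

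Counts were tested in R 4.3.3 with edgeR 4.0.16 (limma 3.58.1): filterByExpr with its defaults, TMM factors, glmQLFit and glmQLFTest with ABC against WT and no covariate, and Benjamini-Hochberg adjustment over the 144 pre-miRNAs kept. Calls needed an adjusted p under 0.05 and an absolute L2FC of at least 0.5. Standard errors are the L2FC divided by the square root of the F statistic. DESeq2 1.42.0 was run as an alternative, since the paper used it. Features other than pre-miRNAs were tested in 1 fit over all features, of which 338 passed the filter beside 143 pre-miRNAs. Single values were compared by two-sided exact permutation tests of 5 fish against 5. Normalized counts are edgeR's counts CPM after TMM scaling of the pre-miRNA counts, and are relative to the scaled library size, so a feature that holds most counts of a library with a low TMM factor can exceed the nominal total.

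Both tests were checked on simulated counts drawn from the means and library sizes of these fish. Of 50 changed pre-miRNAs among 144, edgeR recovered 60.0%, and 91.7% of those with an L2FC of 2, with 0 false calls. Of 200 changed features among 481, it recovered 49.0%, with 1.01% of its calls false. With no change simulated, it made 0 calls. The simulations were not repeated, and simulated rises and falls were balanced. They were not built to model the fall of a feature that holds most counts, so they do not test the scaling.

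Concordance with human MASH-HCC used Fisher's product method over the paper's human p and the zebrafish p, with Benjamini-Hochberg adjustment over the 83 homologous miRNAs that had both. Marker lists for exocrine pancreas, endocrine pancreas, muscle, erythrocytes, leukocytes, endothelium, intestinal and biliary epithelium, and hepatocytes were written from general knowledge. They were tested by the median L2FC, its percentile among 10000 random lists matched on mean expression, and limma's camera and fry, whose p was adjusted by Benjamini-Hochberg over the 7 lists with at least 2 tested members, in fits over features with at least 10 counts over the 10 fish (185 pre-miRNAs, 3719 features of all types). This lower filter was chosen after seeing that edgeR's default filter kept 0 exocrine pancreas transcripts. Neither the random lists nor camera, run with its preset correlation, estimated how far members of a list move together between fish. The percentiles and camera's p can therefore be too small.

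The genes named in the text follow a fixed rule: those the paper names, and the 5 largest changes in each direction among calls in which every ABC fish lies on the same side of every WT fish. The marker lists, this rule and the following alternatives were set before the data were examined: DESeq2 size factors, total count alone, upper-quartile factors, TMM without mir-122 or over all features, DESeq2's own test, other count filters, other call thresholds, other choices of paralog and leaving out each fish. DESeq2 with a fold-change prior was added after seeing the data. Replicates were compared before averaging: the smallest chi-square per degree of freedom between the pre-miRNA counts of fish of 1 group was 101, so no library appears more than once. With at least 1236439 counts per fish, counting error is small beside the spread between fish for abundant pre-miRNAs, while features with a few counts per fish are limited by it. Figures were drawn with Python 3.11.15 and matplotlib 3.10.9.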

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

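Tests of WT replicate 5, the exocrine pancreas lists, the scaling and the share of hepatocytes in this part were chosen after the results were seen. The comparisons with other splits of the fish were set beforehand.

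In 15 of the 62 groups of 5 fish examined, over 31 measures, 1 fish lay apart from the other 4 by Dixon's ratio; chance gives 3.1. The measures are not independent, since several share counts. WT replicate 5 accounts for 6 of the 15. Features other than pre-miRNAs took 5.32% of its counts, against 2.54% to 3.09% in the other WT fish, and 18.1% with mir-122 left out, against 7.08% to 9.61%. Exocrine pancreas transcripts took 2.27% of its counts on other features, against 0.162% to 0.423%. The normalized count of its dre-mir-122 row was 1125413 CPM, above the range of the other WT fish, 828001 to 887617. Its normalized counts of apcs and hpxa were 63.9 and 189 CPM, against at most 17.2 and 60.4 in the other WT fish. The total count of this fish, 1750819, is the median of the WT group, so a low depth does not explain the pattern. Without it, the L2FC of dre-mir-122 was -1.45, that of apcs -2.98 and that of hpxa -2.46, each with an adjusted p under 0.05. The fall of the exocrine pancreas microRNAs did not rest on this fish, since their median L2FC without it was -5.11. The exocrine pancreas transcripts depended on it more: it held 77.5% of the WT counts on the 16 transcripts tested, and without it their median L2FC went from -4.56 to -3.51. The fall did not rest on this fish alone, as 15 of the 16 had fewer counts over the 5 ABC fish than over the other 4 WT fish. Nor did that of the hepatocyte transcripts, whose median L2FC without it was -1.12, against -1.58 with it. What sets this fish apart stays open, and no batch is named that could be tested.

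Both exocrine pancreas microRNAs with the highest counts had a fish apart in each group. In WT replicate 1, dre-mir-216b reached 2969 CPM and dre-mir-217 reached 1722 CPM, against at most 835 and 551 in the other WT fish. In ABC replicate 10 they reached 43.8 and 54.0 CPM, against at most 22.1 and 14.6 in the other ABC fish, and stayed below every WT fish. Without WT replicate 1 their L2FC was -4.52 and -4.28, and without ABC replicate 10 it was -5.86 and -5.76. A candidate explanation is exocrine pancreas tissue dissected with some livers, since the zebrafish liver and pancreas lie together. Transcripts of exocrine pancreas enzymes, from a list written beforehand, had a median L2FC of -4.56 and were lower in ABC for 15 of the 16 tested (percentile 0 among 10000 random lists; limma's camera, adjusted p = 3.02e-28; fry, adjusted p = 0.0242). With libraries scaled by total count alone the camera result held and the fry result did not (limma's fry, adjusted p = 0.0682). Without ABC replicate 6 the fry result did not hold either (limma's fry, adjusted p = 0.0523). The transcripts moved together between fish, with 77.5% of their WT counts in WT replicate 5. Neither camera nor the random lists estimated this, so the percentile and camera's p overstate the evidence. In 11 of the 16, every fish of 1 group had 3 counts or fewer; with these at the bound that 3 counts allow, the median L2FC was -3.00 and 13 of 16 were below 0. The most abundant, CELA1 and prss1, had 334 and 302 counts in WT replicate 5, 101 and 81 over the other 4 WT fish, and 16 and 11 over the ABC fish. A shift of the scale by mir-122 does not explain the fall: scaling by total count alone moved the median L2FC of the tested pre-miRNAs by 0.78, and that of the 3 microRNAs stayed at -4.16. Against a simple relation within WT, the fish with the most exocrine pancreas microRNAs, WT replicate 1, had exocrine pancreas transcripts at 0.169% of its other counts, and WT replicate 5 had the most. A difference in the tissue itself between ABC and WT stays open and was not tested.

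Other single fish lay apart in named features. The normalized count of dre-mir-190a was 20.0 CPM in ABC replicate 6, against 69.2 to 87.0 in the other ABC fish, and its L2FC was 4.94 without that fish. In WT replicate 4, dre-mir-10a reached 1501 CPM against 28.2 to 195 in the other WT fish, and its L2FC went from -4.56 to -2.78 without that fish. ABC replicate 8 had 36.6 CPM of flna and 114 CPM of krt18a.1, against at most 12.0 and 27.3 in the other ABC fish, and the L2FC without it was 2.06 and 1.86. SNORD15 reached 135 CPM in ABC replicate 9, against at most 43.2 in the others, and its L2FC was 1.78 without that fish. Without ABC replicate 9 the L2FC of ENSDARG00000080744 was 2.16, against 2.98 with it. All these changes kept their direction and an adjusted p under 0.05 when the fish was left out. No explanation was tested for these fish.

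Outside the pre-miRNAs, on which the paper does not report, 95 of the 338 features tested (56 up, 39 down) differed between ABC and WT at the same thresholds. Of 100 splits of the 10 fish into 5 and 5, drawn at random with the real split included, only the real split (1 of 100) gave as many, and the next highest count was 1. In 60 of the 338, 53 of them among the 95, every ABC fish lay on the same side of every WT fish, which chance gives for 0.794% of features. The largest rises by the naming rule were those of ENSDARG00000080744 (L2FC 2.98), flna (2.69), krt18a.1 (2.67), ENSDARG00000082833 (2.66) and SNORD15 (2.59), and the largest falls those of FN1 (-4.42), apcs (-3.66), hpxa (-3.30), cbln8 (-3.24) and APOB (-2.90). These are fragments in small RNA libraries, so their counts need not follow the level of the full transcripts. The share of counts on such features was 6.31% ± 0.728 (SD, n = 5) in ABC and 3.27% ± 1.17 (SD, n = 5) in WT (two-sided exact permutation test, p = 0.00794). A lower share of mir-122 may account for most of that: with mir-122 left out of the total, the share was 9.97% ± 1.71 in ABC and 10.3% ± 4.45 in WT (two-sided exact permutation test, p = 0.952). The equal means rest on WT replicate 5. Without it the WT mean was 8.32%, a difference of 1.65 percentage points (two-sided exact permutation test, p = 0.135), against a difference of 3.55 percentage points with mir-122 in the total (two-sided exact permutation test, p = 0.00794). A smaller difference beyond mir-122 therefore stays open. Scaling decides how many features rise or fall, with 116 up and 9 down under the total count alone.

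Transcripts of the hepatocyte list were lower in ABC in 16 of 16 (median L2FC -1.58; limma's camera, adjusted p = 4.76e-13; fry, adjusted p = 0.00840), as was dre-mir-122. In 1 of the 16, TTR, every ABC fish had 3 counts or fewer; at its bound, 15 were below 0. With libraries scaled by total count alone, the median L2FC was -1.26 with 14 of 16 lower, and the fry result did not hold (limma's fry, adjusted p = 0.169). Camera did not estimate how far these transcripts move together between fish, so its p can be too small. A lower share of hepatocytes in the ABC samples would raise the microRNAs of the other cell types alike. Over the 13 tested microRNAs of the leukocyte, endothelial and epithelial lists, the changes spread more than that: 6 were lower in ABC, and the SD of the changes was 1.13, against a median of 0.43 over all splits of the fish (exact permutation test, p = 0.00794, the smallest that 5 fish against 5 allow). Without mir-192 and mir-194, which liver also expresses, the SD was 1.02 over 10 microRNAs, with the same p. Among the abundant ones, the L2FC was -1.56 for dre-mir-150 and -0.31 for dre-mir-126b, against 1.65 for dre-mir-200a and 1.40 for dre-mir-200b; these were singled out after their values were seen. The means of the 3 lists, compared first, did not differ in movement (smallest exact permutation p over the 3 pairs 0.0952 after multiplying by 3), as members of a list went both ways. A lower share of hepatocytes alone therefore does not account for the changes of the microRNAs of other cell types. Whether it accounts for the whole fall of dre-mir-122 and the hepatocyte transcripts cannot be told from this spread. Changes in other cell types beside a lower share would give the same spread. A lower share together with changes in other cell types, and a lower level within hepatocytes, stay open.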

How the results depend on the processing

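No paired analysis was possible because the fish are separate animals and no pairing is named.

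The 40 results were recomputed under each alternative that applies to them, giving 675 values, of which 638 kept their direction and side of the threshold or stayed within 1.5 times the count. No named feature lost an adjusted p under 0.05, and no list lost a camera p under 0.05. For the remaining changes the cause was not tested, except where the alternative's own construction shows it. The L2FC of each of the 13 named pre-miRNAs kept its direction and an adjusted p under 0.05 under all alternatives that tested it. Leaving out each fish kept between 54 and 59 of the 62 dysregulated pre-miRNAs, changed the sign of 0 of them, and lost 11 in at least 1 fit: dre-mir-1388, dre-mir-338-1, dre-mir-338-2, dre-mir-20b, dre-mir-22a, dre-let-7e, dre-mir-18c, dre-mir-29a, dre-mir-218b, dre-mir-181b-2 and MIR214.

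With the total pre-miRNA count as the only scaling, 65 pre-miRNAs were up and 10 down, 86.7% of calls up against 54.8% under TMM. The median L2FC of the tested pre-miRNAs then lay 0.78 higher, since mir-122 takes a smaller share in ABC, and changes under that setting are relative to this shift. It lay 0.17 higher with upper-quartile factors, 0.13 higher with every pre-miRNA with at least 1 count, 0.15 higher without WT replicate 4 and 0.21 higher without WT replicate 5. A test against an absolute L2FC of 0.5 (glmTreat) left 47 dysregulated pre-miRNAs, 18 of them down. All features fitted together gave 47 as well. The counts under DESeq2 were 64 on the same pre-miRNAs and 71 on those with at least 1 count.

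The rank of dre-mir-21-1 by adjusted p ranged from 2 to 7 across the 10 fits that each left out 1 fish, 2 without WT replicate 4 and 3 without ABC replicate 8. By L2FC it was 16 when every pre-miRNA with at least 1 count was tested. The concordant homologous miRNAs numbered 13 when p under 0.05 was required in each species, and between 20 and 28 under the other alternatives; miR-21 was concordant under each of them.

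Features other than pre-miRNAs were the least stable. They numbered 41 (23 up, 18 down) with at least 10 counts in every fish, a filter that left 155 to test, and 175 (105 down) under DESeq2, which tested 1534. Scaling moved the split to 36 up and 42 down with DESeq2 size factors in edgeR and to 116 up and 9 down with the total count alone. Across the 10 fits that each left out 1 fish, the total ranged from 57 (without ABC replicate 9) to 123 (without ABC replicate 8), the features up from 25 (without ABC replicate 9) to 61 and those down from 30 to 62 (without ABC replicate 8). Whether few counts per fish make these features unstable was not tested.

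The exocrine pancreas and hepatocyte medians stayed below 0 under each alternative. The median of the endocrine pancreas microRNAs, -0.47, became 0.31 with the total count alone and ranged from -0.80 to 0.13 (without WT replicate 5) across the fits that each left out 1 fish. That of the intestinal and biliary epithelium microRNAs, 0.04, became -0.032 with DESeq2 size factors and ranged from -0.20 to 0.86 across those fits. Apart from these reversals (7 values), 6 values of the muscle and epithelium lists passed 0.05 by camera's p before adjustment over the lists; after it, 2 did, both of the muscle list. By fry's adjusted p, of 12 alternatives the exocrine pancreas transcripts lost 2, the hepatocyte transcripts 1, the muscle list 4 and the epithelium list 10. Without WT replicate 4 the median of the epithelium list was 0.86. That of the muscle list was -2.16 without WT replicate 5 and -3.65 without ABC replicate 10, and that of the exocrine pancreas microRNAs -4.29 without WT replicate 1. The L2FC of hpxa was -3.91 without ABC replicate 6.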

Differences from the paper's values

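The adjusted p of dre-mir-21-1 was 1.46e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, against the paper's 1.5e-14. For dre-mir-21-2 it was 3.84e-04 in that test, against the paper's 8.7e-7. None of the alternatives set before the data were examined closed either gap. With DESeq2, which the paper used, the adjusted p fell below the paper's: on the pre-miRNAs with at least 1 count it was 5.51e-16 for dre-mir-21-1 and 2.86e-07 for dre-mir-21-2, and on the filtered pre-miRNAs 1.03e-15 and 1.58e-07. DESeq2 with a fold-change prior, chosen after seeing the values, gave 5.44e-16 and 2.85e-07. Over all alternatives, those leaving out 1 fish included, the adjusted p lay between 5.44e-16 and 8.68e-04 for dre-mir-21-1 and between 1.58e-07 and 0.00355 for dre-mir-21-2.

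The paper names 6 pre-miRNAs as dysregulated that have a tested row and were not called in edgeR's quasi-likelihood test: dre-let-7a-2, dre-mir-730, dre-mir-722, dre-mir-107a, dre-let-7a-6 and dre-mir-459, with adjusted p between 0.0599 and 0.145. DESeq2 size factors in edgeR called dre-let-7a-2, DESeq2's own test called dre-let-7a-2 and dre-mir-730 with or without the prior, and at least 10 counts in every fish called dre-let-7a-2 and dre-mir-722. The pre-miRNA dre-let-7a-2 was also called without ABC replicate 6 and without ABC replicate 8, and dre-mir-730 without ABC replicate 7. No fit that was run called dre-mir-107a, dre-let-7a-6 or dre-mir-459. Another 8 of the paper's pre-miRNAs have a row that edgeR's default filter removed. Of these, dre-mir-130c-2, dre-mir-153a, dre-mir-206-1, dre-mir-2191, dre-mir-34b and dre-mir-34c were called with at least 1 count over the 10 fish, both in edgeR and in DESeq2 with or without the prior, dre-mir-196d in edgeR only and dre-mir-196b in DESeq2 with the prior only. The filter also kept dre-mir-130c-2 in fits without 1 fish, and it was called without each WT fish and without ABC replicate 9. The 58 of the paper's pre-miRNAs that were called here all had the paper's sign. Called here and absent by name from Workbook S2d were MIR19A, MIR99A, dre-mir-218b and MIR214. Names of that workbook that were not placed on a row were not compared.

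Of the paper's concordant miRNAs that were not concordant here, miR-193b and miR-206 were concordant with at least 1 count over the 10 fish, in edgeR and in DESeq2 with or without the prior, and miR-30d without ABC replicate 8. The paralogs that the paper used for miR-181a and miR-24 were not placed on a row, so no fit tested them.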

Other observations

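The tests against other splits of the fish, of neighbouring pre-miRNAs and of the mir-21 ratio were chosen before their results were seen.

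Of 100 splits of the 10 fish into 5 and 5, the real split included, 1 (the real one) gave as many dysregulated pre-miRNAs as 62; the next highest count was 1. For concordant homologous miRNAs, 1 of the 100 splits (the real one) gave as many as 22. The median of the other splits was 5 concordant miRNAs and the highest was 16, taking for each split the direction that gave more, so Fisher's product calls some miRNAs concordant on the human p with zebrafish groups that mix ABC and WT. In Workbook S2e, 32 human miRNAs have a p of 1 and an L2FC of 0, and 30 have a p under 0.05.

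Pre-miRNAs that lie close together changed alike. Of the 144 tested pre-miRNAs, 136 were matched by name to a gene of the GRCz12tu assembly, which was used only to find neighbours. In the 42 pairs within 10 kb of each other, over 60 pre-miRNAs, the median absolute difference in L2FC was 0.43, against 1.32 when L2FC values were shuffled among the same pre-miRNAs (permutation test, p = 0.0001, the smallest that 10000 shuffles can give), and 35 of the 42 had the same sign. The pair dre-mir-222a and dre-mir-221 rose by 2.64 and 2.43 on the log2 scale, and the L2FC of dre-mir-216b and dre-mir-217 was -5.48 and -5.01. This is consistent with a shared primary transcript for many neighbours, as a hypothesis; reads shared between paralogs in different clusters were not separated.

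The rise of dre-mir-21-1 and dre-mir-21-2 could come from reads of 1 pool divided between both genes at a fixed ratio. The log2 ratio of their counts was 2.73 ± 0.389 (SD, n = 5) in ABC and 2.46 ± 0.110 (SD, n = 5) in WT (two-sided exact permutation test, p = 0.175). Between fish of a group it varied more than sampling allows, with a chi-square per degree of freedom of 54.3. Libraries vary beyond sampling for other reasons as well, so a fixed division and separate increases of both genes cannot be told apart from these counts.

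The other marker lists gave these median L2FC values, each with p from limma's camera and fry adjusted over 7 lists. For 3 muscle microRNAs it was -2.95 (camera, adjusted p = 0.108; fry, adjusted p = 0.0246, and 0.0611 to 0.0682 in 4 of 12 alternatives: total count alone and without ABC replicates 6, 7 or 9), and 1 of them had at most 3 counts in every ABC fish. For 2 endocrine pancreas microRNAs it was -0.47 (camera, adjusted p = 0.811; fry, adjusted p = 0.845) and for 4 leukocyte microRNAs 0.24 (camera, adjusted p = 0.683; fry, adjusted p = 0.361). For 9 intestinal and biliary epithelium microRNAs it was 0.04 (camera, adjusted p = 0.257; fry, adjusted p = 0.0434). That fry result was lost in 10 of the 12 alternatives, with an adjusted p up to 0.127, and stayed with the total count alone and without WT replicate 4. The 3 exocrine pancreas microRNAs had a median of -5.01 (camera, adjusted p = 5.87e-04; fry, adjusted p = 0.00601), with 3 called adjusted over the list alone and 3 over all pre-miRNAs. Of the exocrine pancreas transcripts, 15 of 16 were called adjusted over the list alone and 15 over all features, and of the hepatocyte transcripts 10 and 7 of 16. The endothelial list had 1 tested member, dre-mir-126b (L2FC -0.31), and the hepatocyte microRNA list only dre-mir-122. The erythrocyte microRNA had 0 counts, and 1 erythrocyte transcript had at least 10 counts. The median of the endocrine pancreas list changes sign with the total count as the only scaling, and that of the epithelium list with DESeq2 size factors.

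Of the rows whose symbol names let-7f, MIRLET7F1 had 0 counts in the 10 fish, and both rows with the symbol MIRLET7F2, which were taken as dre-let-7g-1 and dre-let-7g-2 by value, had 46 and 200 counts. No row was named as mir-33 or mir-32. The paper lists dre-mir-202 with p = 1 in Workbook S2e. DESeq2 gave no p for it here, and edgeR's quasi-likelihood test gave an adjusted p = 0.265.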
